# Haspin-dependent and independent effects of the kinase inhibitor 5-Iodotubercidin on self-renewal and differentiation

**DOI:** 10.1038/s41598-019-54350-4

**Published:** 2020-01-14

**Authors:** Eleftheria Karanika, Katerina Soupsana, Anastasia Christogianni, Dimitris Stellas, Apostolos Klinakis, Anastasia S. Politou, Spyros Georgatos

**Keywords:** Cell biology, Phosphorylation, Molecular biology

## Abstract

The kinase Haspin phosphorylates histone H3 at threonine-3 (H3T3ph), creating a docking site for the Chromosomal Passenger Complex (CPC). CPC plays a pivotal role in preventing chromosome misalignment. Here, we have examined the effects of 5-Iodotubercidin (5-ITu), a commonly used Haspin inhibitor, on self-renewal and differentiation of mouse embryonic stem cells (ESCs). Treatment with low concentrations of 5-ITu eliminates the H3T3ph mark during mitosis, but does not affect the mode or the outcome of self-renewal divisions. Interestingly, 5-ITu causes sustained accumulation of p53, increases markedly the expression of histone genes and results in reversible upregulation of the pluripotency factor Klf4. However, the properties of 5-ITu treated cells are distinct from those observed in Haspin-knockout cells generated by CRISPR/Cas9 genome editing, suggesting “off-target” effects. Continuous exposure to 5-ITu allows modest expansion of the ESC population and growth of embryoid bodies, but release from the drug after an initial treatment aborts embryoid body or teratoma formation. The data reveal an unusual robustness of ESCs against mitotic perturbants and suggest that the lack of H3T3ph and the “off-target” effects of 5-ITu can be partially compensated by changes in expression program or accumulation of suppressor mutations.

## Introduction

The metazoan genomes encode >500 typical, atypical and pseudo- protein kinases^1,2^. Of these, about 100 are directly or indirectly involved in cell division^3,4^. One kinase that appears to play important role in mitosis is Haspin, a protein originally identified in mouse testes and now known to be expressed in all somatic cells^5–8^. It is encoded by a single-copy gene (*Gsg2*) and is highly conserved in eukaryotic organisms, from humans to yeast^9^.

Haspin possesses distinct N-terminal and C-terminal domains. The C-terminal domain (residues 452–789 in the human protein) folds autonomously as a bilobar structure and has measurable kinase activity. However, by comparison to other eukaryotic protein kinases, Haspin^452–789^ seems to possess atypical features: an α-helical extension preceding the G-loop and two insertions further downstream bury the N-terminal lobe almost entirely; the A-loop is shorter than usual and starts with a DYT, instead of a DFG, motif; there is an additional insertion between the β7 and the β8 loops; and finally, a deletion in the C-terminal lobe removes the αG helix, which is conspicuous in other members of the kinase superfamily^10,11^.

Despite these structural differences, Haspin^452–789^ phosphorylates specifically the N-terminal “tail” of histone H3 at Thr3 (H3T3ph)^10,11^. In somatic cells, H3T3ph is detected at the centromeric area of mitotic chromosomes^12–14^ and serves as a binding site for Survivin, a subunit of the Chromosomal Passenger Complex (CPC)^15–17^. CPC deposits the master kinase Aurora B near the sites of microtubule-chromosome contact, allowing correction of improper attachments and activation of the Spindle Assembly Checkpoint (SAC) in the event of chromosome misalignment^18–21^.

Functional analysis of Haspin has been facilitated by the availability of small molecule inhibitors. One such compound is 5-Iodotubercidin (5-ITu), an adenosine derivative. 5-ITu was initially characterized as an adenosine kinase inhibitor^22,23^, but later found to inhibit Haspin *in vitro*^11,24,25^. At concentrations from 0.5 to 1.0 μM, 5-ITu abolishes the H3T3ph mark in living cells, but does not affect the kinases Aurora A, Aurora B, Bub1, Cdk1/Cyclin B, Mps1, Plk1 and Nek2A^25–27^. For this reason, it has been used as a tool for investigating the role of Haspin in a variety of cellular systems^26–29^.

Here, we have employed 5-ITu to study the role of Haspin-mediated phosphorylation during self-renewal and differentiation of mouse embryonic stem cells. We have found that treatment with low concentrations of 5-ITu eliminates the H3T3ph mark during mitosis, but does not affect the mode or the final outcome of self-renewal divisions. However, 5-ITu changes the expression pattern of numerous genes and has unexpected, “off-target” effects on stem cell growth and differentiation. We discuss below these results, distinguishing between Haspin-dependent and Haspin independent effects of 5-ITu and arguing about the mechanisms that allow completion of cell division in the absence of H3T3ph.

## Results

### Effects on division mode

In a first series of experiments, we used indirect immunofluorescence microscopy to examine the effects of 5-ITu on self-renewal divisions of E14 cells. As shown in Fig. 1A, exposure to 0.1–1.0μΜ 5-ITu for 90 min eliminated the H3T3ph signal in all mitotic cells. This effect was reversible: after treatment with 1.0μΜ 5-ITu for 26 h (roughly the duration of two cell cycles) and subsequent removal of the drug from the media, H3T3ph re-emerged within 30–60 min. In the absence of H3T3ph, CPC targeting to the centromere was less efficient, as could be inferred by the re-distribution of Aurora B from the centromeric area to the arms of the mitotic chromosomes (Figs. 1B and S2). In addition, the length of the mitotic spindle became slightly shorter and the proportion of cells with misaligned chromosomes increased (Fig. 1C).

**Figure 1:**
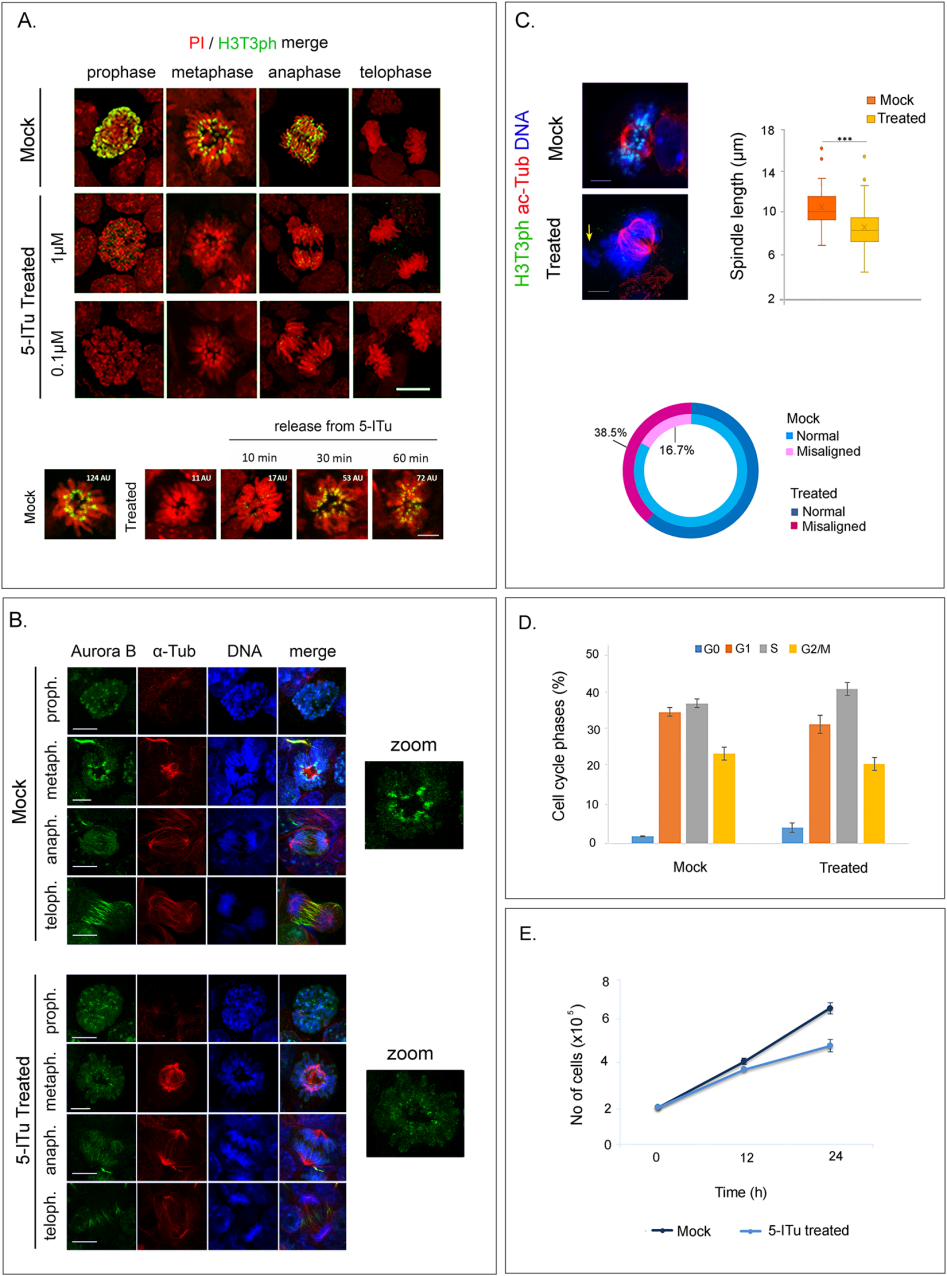
Effects of 5-ITu on self-renewal divisions. (**A**) Detection of H3T3ph in different phases of mitosis after treatment of E14 cells with 5-ITu (0.1 μΜ/1.0 μΜ, 90 min). Notice that the H3T3ph signal disappears after incubation with the Haspin inhibitor, but re-appears when the agent is removed from the media. The specimens shown are counter-stained with propidium iodide (PI). Bar: 5 μm. **(B)** Aurora B distribution in cells treated with 5-ITu (1.0 μΜ, 26 h). The samples are doubly stained with anti-α-tubulin antibodies and counter-stained with TOPRO-3. The cutouts on the right depict metaphase profiles at higher zoom. Bar: 5 μm. **(C)** Detection of spindle length differences and chromosome misalignment defects in 5-ITu treated cells (1.0 μΜ, 26 h). The images show profiles of metaphase cells stained with anti-H3T3ph and anti-Tubulin antibodies. The samples are counterstained with TOPRO-3. Bar:5 μm. (see also Fig. S1A) **(D**) Distribution of treated and untreated cells in the various phases of cell cycle as detected by flow cytometry (1.0 μΜ, 26 h). (**E**) Growth curves of treated and untreated cells (1.0 μΜ, 26 h). “Mock” implies treatment with solvent alone (EtOH).

Despite the apparent malfunctioning of the error-correction mechanisms and the altered geometry of the mitotic spindle, dramatic changes in cell cycle kinetics and proliferation were not detected (Fig. 1D,E), indicating that the majority of the cells completed successfully mitosis. Consistent with this notion, newly divided cells possessed a normal-looking nuclear envelope, as could be confirmed by staining with anti-Lamin antibodies (Fig. 2A). Aberrant cytokinesis and formation of “micronuclei” were not observed, while cytoplasmic proteins (*e.g*., atypical protein kinase C zeta) and nuclear components (*e.g*., Nanog/Oct4) were distributed equally in the two daughter cells (Fig. 2B). From the sum of these results, it can be concluded that inhibition of Haspin kinase and elimination of the H3T3ph mark do not block symmetric, self-renewal divisions.

**Figure 2:**
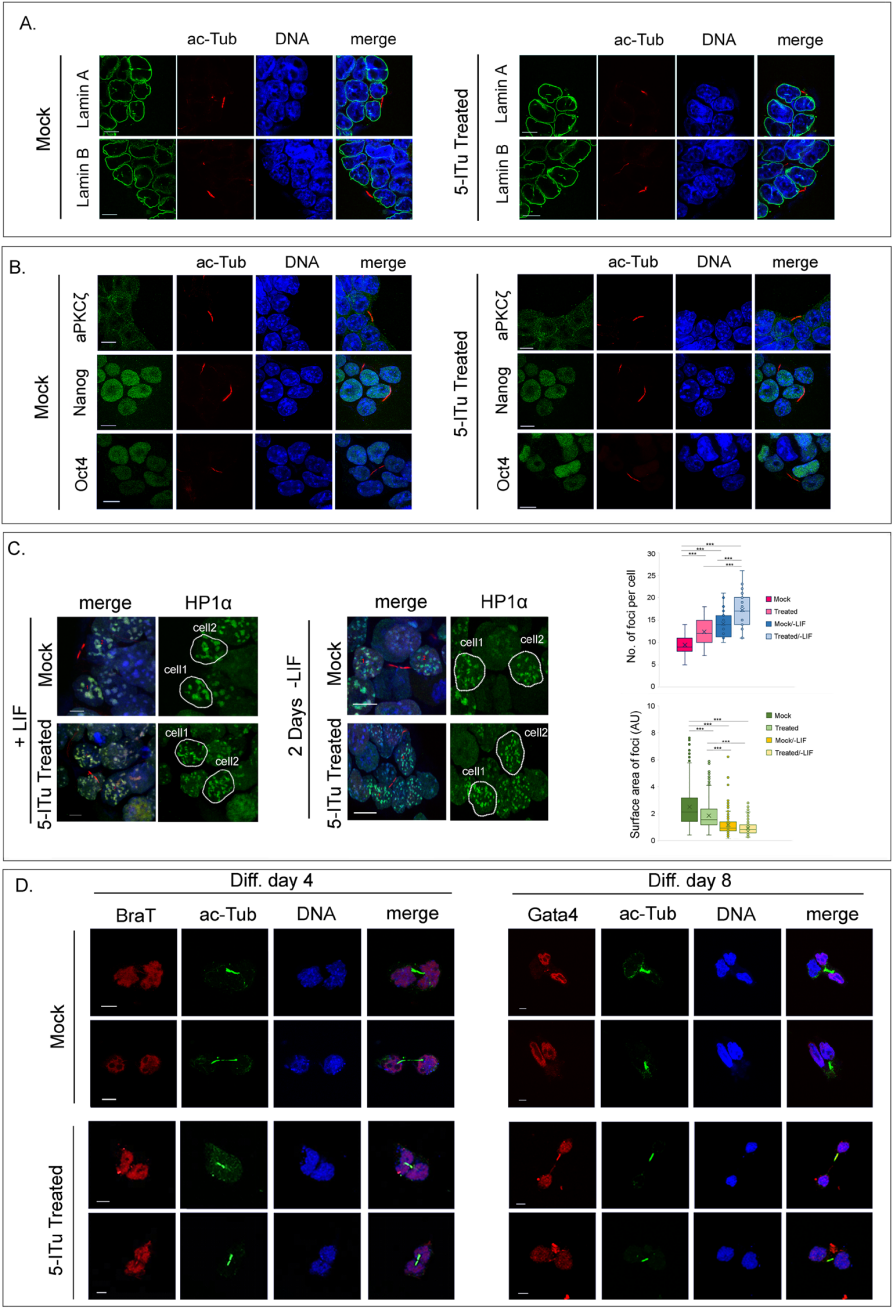
Organization of the post-mitotic nucleus and distribution of lineage markers in 5-ITu treated cells (1.0 μΜ, 26 h). (**A**) Lamin A and lamin B localization in cells treated with 5-ITu (1.0 μΜ, 26 h). The specimens are doubly stained with antibodies to acetylated tubulin (to identify daughter cells connected by a midbody) and counter-stained with TOPRO-3. Bar: 10 μm. **(B)** The same as above after staining with antibodies to aPKCζ (a marker of asymmetric division) and the pluripotency factors Nanog and Oct4. Bars: 10 μm. **(C)** Pattern of HP1α foci (constitutive heterochromatin) in newly divided cells, as identified by the presence of a midbody. The cells were maintained in the undifferentiated state in the presence of LIF or induced to differentiate for 2 days *in vitro* by removing LIF from the media, as indicated. Representative profiles of daughter cell nuclei are shown, together with box plots depicting the number and surface area of heterochromatic foci in each case. Bar: 10 μm. **(D)** Distribution of the lineage markers BraT (mesoderm) and Gata4 (endoderm) in daughter cell pairs at day 4 and day 8, respectively, of *in vitro* differentiation. The samples in these experiments were processed as described by Elabd *et al*. (see text) and counter-stained with TOPRO-3. (For additional explanations see text). “Mock” implies treatment with solvent alone (EtOH). Bar: 10 μm.

As could be judged by the distribution pattern of heterochromatin protein 1α (HP1α), treatment with 5-ITu did not affect the post-mitotic reassembly of heterochromatic foci in daughter cells. However, treatment with the Haspin inhibitor appeared to increase slightly the number of heterochromatic foci, with a corresponding decrease of their surface area. This effect could be detected both in self-renewing cells and in cells induced to differentiate in an adherent state for 48 hours (Fig. 2C).

To find out whether 5-ITu affects expression and post-mitotic distribution of cell lineage markers at later stages of *in vitro* differentiation, we followed the method of Elabd *et al*.^30^. Embryoid bodies (EBs), forming in “hanging drops”, were treated with 5-ITu and the constituent cells dissociated and seeded sparsely (as singlets). Examination of the specimens after one round of cell division (*i.e*., when the singlets became doublets) showed that newly divided cells contained the same amount of BraT (a mesodermal marker) and Gata4 (an endodermal marker), similarly to mock-treated controls (Fig. 2D). From these results it seems safe to conclude that inhibition of Haspin does not change the mode of cell division and does not impair initiation of lineage commitment.

### Effects on gene expression pattern

To examine more globally the effects of 5-ITu on E14 cells, we performed a genome-wide microarray screen. Αs shown in Fig. 3A, a significant number of genes were affected by the Haspin inhibitor. 

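E14 is a line of mouse embryonic stem cells, grown here in medium with serum and LIF, a cytokine that maintains pluripotency. 5-ITu is an adenosine analogue that inhibits the kinase Haspin. For the arrays, the cells received DMSO, 0.1 μM 5-ITu or 1.0 μM 5-ITu for 26 h. RNA from 3 biological replicates per condition was hybridised to Affymetrix Mouse Gene 2.0 ST arrays, which gave 9 arrays. The authors background-corrected, normalized and summarised the probe signals by RMA, and the deposited table holds a log2 signal for 10476 probe sets. The methods state a background threshold of 353, and each of these probe sets lay above it on at least 1 array. The 9911 probe sets above it on at least 3 of the 9 arrays were tested, and 8691 probe sets lay above it on all 9. Per array, 9469 to 9780 probe sets were above the threshold and the median log2 signal was 9.71 to 9.75. The SD between replicate arrays had a median over the tested probe sets of 0.086 in DMSO, 0.042 at 0.1 μM and 0.075 at 1.0 μM. The number of arrays limits the precision of every value. The methods call the arrays of a condition biological replicates, and the labels give no culture or date. If the arrays at 0.1 μM shared more than separate cultures do, each SD and adjusted p at that dose would be too small. The fit pools the spread of all 9 arrays, so adjusted p values at 1.0 μM could then be too small as well. Of the tested probe sets, 8414 are annotated with 1 gene, 621 with several genes and 876 with none. No gene is named from a probe set of several. All 9 arrays were fitted together with limma, and p values were adjusted by the Benjamini-Hochberg method over the tested probe sets. A probe set counted as changed at an adjusted p under 0.05. It counted as past 1.5-fold at an unadjusted p under 0.05 with a fold change over 1.5, after the thresholds of the methods. Changes are log2 fold changes against DMSO, and each error after ± is an SD over 3 arrays. Gene lists fixed in advance were tested with camera at a preset correlation of 0.01 between genes, and 21 of the 22 lists had members to test. Of these lists, 8 passed at 0.1 μM and 5 at 1.0 μM, and none of these 13 calls held with an estimated correlation.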

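5-ITu changed the level of many transcripts in E14 cells at both doses. At 1.0 μM, 1326 probe sets were higher and 1418 lower than in DMSO, and they name 1096 and 1143 genes. At 0.1 μM, 462 probe sets were higher and 155 lower, naming 435 and 120 genes. Tdgf1, a Nodal co-receptor, is an abundant transcript of these cells. Its log2 signal of 13.08 ± 0.073 (SD, n = 3) in DMSO fell by 0.24 at 1.0 μM (standard error 0.049, adjusted p = 0.0073 from limma). Perp, a target of p53 that encodes a desmosomal membrane protein, rose at both doses, by 0.45 at 0.1 μM and by 0.93 at 1.0 μM (standard error 0.084 for both, adjusted p = 0.017 and adjusted p = 0.00015 from limma). The direct comparison of the doses called 1223 probe sets higher and 1724 lower at 1.0 μM than at 0.1 μM. Over the 3 groups together, 3500 probe sets differed by limma's moderated F. The counts at 0.1 μM rest on all 3 arrays of that dose: without replicate 1, 2 or 3 they came to 130, 136 and 161 higher and 13, 22 and 15 lower. Each of these omissions also ended the call of Perp at that dose. With only the 6 arrays of DMSO and 1.0 μM in the fit, the counts at 1.0 μM were 816 higher and 893 lower.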

Sixty-three genes were upregulated and 15 downregulated >1.5 fold upon treatment with 0.1 μM 5-ITu for 26 h. On the other hand, 130 genes were upregulated and 206 downregulated when 5-ITu was used at 1.0 μM (Fig. 3B). 

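At 0.1 μM 5-ITu, 57 probe sets rose past 1.5-fold against DMSO and 13 fell. The risen probe sets name 52 genes and the fallen ones 5 genes, and 8 of the fallen probe sets carry no gene symbol. AU015836, an uncharacterised transcript, rose from a log2 signal of 8.76 ± 0.030 (SD, n = 3) to 9.80 ± 0.090 (SD, n = 3), a change of 1.04 (standard error 0.052, adjusted p = 4.0e-05 from limma). Pdgfc, a growth factor of the PDGF family, rose by 0.82 (standard error 0.096, adjusted p = 0.0028 from limma). Plet1, a surface marker of trophoblast and epithelial progenitors, rose by 0.75 (standard error 0.11, adjusted p = 0.0071 from limma). Mymx, a peptide that drives the fusion of muscle cells, rose by 0.74. Emp3, an epithelial membrane protein, and Fam183b rose by 0.81 and 0.78. The FGF receptor gene Fgfr2 fell at the adjusted threshold by less than 1.5-fold (-0.50, standard error 0.066, adjusted p = 0.0041 from limma). So did the ETS transcription factor gene Etv1 (-0.49), the zinc finger and homeobox gene Zhx1 (-0.55) and Trh (-0.47), which encodes thyrotropin-releasing hormone. These 10 genes passed at 0.1 μM without any single array as well. In DMSO the mean signals of Mymx, Emp3, Fam183b, Padi2 and Ptprtos, and at 0.1 μM that of Nova1, lay under the background threshold of 8.46, so the sizes of these changes are uncertain. The genes Padi2 (0.82), Shisal2a (0.80) and Ptprtos (0.79) rose and Nova1 (-0.44), Smarcd1 (-0.44), Tra2a (-0.43) and Olfr1360 (-0.40) fell by less than 1.5-fold, and all 7 lost their call without replicate 2 at 0.1 μM. Apart from Ptprtos and Olfr1360 they also lost it without replicate 1 of that dose, and apart from Padi2 without replicate 3. Shisal2a lost it without DMSO replicate 1 or 2, Nova1 without DMSO replicate 1 or 3, and Padi2 and Nova1 with a one-way F. Over the probe sets above background on all 9 arrays, 28 rose and 6 fell past 1.5-fold, 36 rose with array weights, and 8 fell without replicate 1 at 0.1 μM.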

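Some genes of sterol synthesis, of hypoxia and of the germline rose at 0.1 μM 5-ITu. Of 16 genes of cholesterol synthesis, 6 rose (11 when adjusted over the list alone) and 10 did not pass, with a median change of 0.18 (adjusted p = 1.5e-05 from camera, adjusted p = 0.28 with an estimated correlation). They include the sterol reductase gene Tm7sf2 (0.37), whose call was lost without replicate 1 or 2 at 0.1 μM. Srebf2, which encodes the transcription factor that drives the pathway, rose by 0.33, and Insig1, which encodes a sterol sensor, by 0.54. This pair was chosen after its values were seen. Of 18 genes of hypoxia and glycolysis, 4 rose (11 rose and 1 fell when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.00028 from camera, adjusted p = 0.28 with an estimated correlation). Car12, a carbonic anhydrase gene, rose by 0.55 (standard error 0.077, adjusted p = 0.0058 from limma), Aldoc by 0.56 and Ndrg1 by 0.47. The calls of Aldoc and Ndrg1 were lost without replicate 1 or 2 at 0.1 μM, and that of Aldoc also without replicate 3 and with a one-way F. Of 7 germline genes, 4 rose (5 when adjusted over the list alone), with a median of 0.34 (adjusted p = 0.0024 from camera, adjusted p = 0.34 with an estimated correlation). These were the piRNA pathway genes Mael (0.42), Piwil2 (0.40) and Mov10l1 (0.36) and the helicase gene Ddx4 (0.29). Each lost its call without replicate 1 or 2 at 0.1 μM and, apart from Piwil2, without replicate 3. Mov10l1 also lost it without DMSO replicate 1 or 2, without 1.0 μM replicate 1 or 2, without the filter, in a fit of the compared groups alone, with the replicate number as a block, after quantile normalization and with a one-way F. Of these, Car12, Piwil2 and Mov10l1 had a mean signal under the background threshold in DMSO. They lay above it only on the arrays at 0.1 μM, so they entered their lists through the group where they are high. Some markers of other cell types rose in the same arrays. Most genes fixed for the fibroblast and macrophage lists, among them Col1a1, Col1a2, Csf1r and Adgre1, had no tested probe set of their own. The results below therefore rest on few markers of each cell type. Of 4 fibroblast markers, 2 rose (4 when adjusted over the list alone), Thy1 by 0.54 and Cald1 by 0.27, with a median of 0.34 (adjusted p = 0.0061 from camera, adjusted p = 0.28 with an estimated correlation). In DMSO the mean of Thy1 was under the background threshold. The calls of this pair were lost without 0.1 μM replicate 1, 2 or 3, without DMSO replicate 1 and with a one-way F, and that of Cald1 also without DMSO replicate 3, after quantile normalization and in a fit of the compared groups alone. Both macrophage markers measured, Cd68 and Laptm5, rose (2 when adjusted over the list alone), with a median of 0.53 (adjusted p = 0.0055 from camera, adjusted p = 0.28 with an estimated correlation). The paper names Cd68 from these arrays, so this list is not independent evidence. The call of Laptm5 was lost without DMSO replicate 2 or 3 and without 0.1 μM replicate 1 or 3.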

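Some genes of mitosis fell at 0.1 μM 5-ITu and some targets of p53 rose, by small amounts. Of 30 genes of mitosis and the chromosomal passenger complex, 4 fell (8 when adjusted over the list alone) and 26 did not pass, with a median of -0.092 (adjusted p = 7.9e-05 from camera, adjusted p = 0.28 with an estimated correlation). The 4 are the mitotic kinase gene Plk1 (-0.26), the kinetochore motor gene Cenpe (-0.22) and the spindle motor genes Kif20a (-0.21) and Kif11 (-0.18). Each of the 4 lost its call without replicate 1 or 2 at 0.1 μM. Cenpe, Kif20a and Kif11 also lost it without replicate 3 of that dose, without DMSO replicate 2 and in a fit of the compared groups alone, Cenpe and Kif11 without DMSO replicate 3, and Kif20a without DMSO replicate 1. Kif11 lost it further without 1.0 μM replicate 2, with the replicate number as a block and after quantile normalization. Of 30 targets of p53, 3 rose (9 rose and 1 fell when adjusted over the list alone), with a median of 0.12 (adjusted p = 0.0062 from camera, adjusted p = 0.48 with an estimated correlation). The list did not pass without DMSO replicate 3, where its median was 0.11. Besides Perp, these were Ephx1 (0.57), an epoxide hydrolase gene, and Polk (0.30), a gene of a DNA polymerase that bypasses lesions, named after their values were seen. Of 24 genes of ribosome biogenesis none passed limma's adjusted threshold (3 were lower at an unadjusted p under 0.05, and none passed when adjusted over the list alone). Their median was -0.079 (adjusted p = 0.014 from camera, adjusted p = 0.51 with an estimated correlation). Among them, Ncl, the gene of the nucleolar protein nucleolin, had a change of -0.21 (standard error 0.055, adjusted p = 0.052 from limma). This list did not pass after quantile normalization (median -0.063), without DMSO replicate 1 (-0.036) or without DMSO replicate 2 (-0.064).

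**Figure D1:**
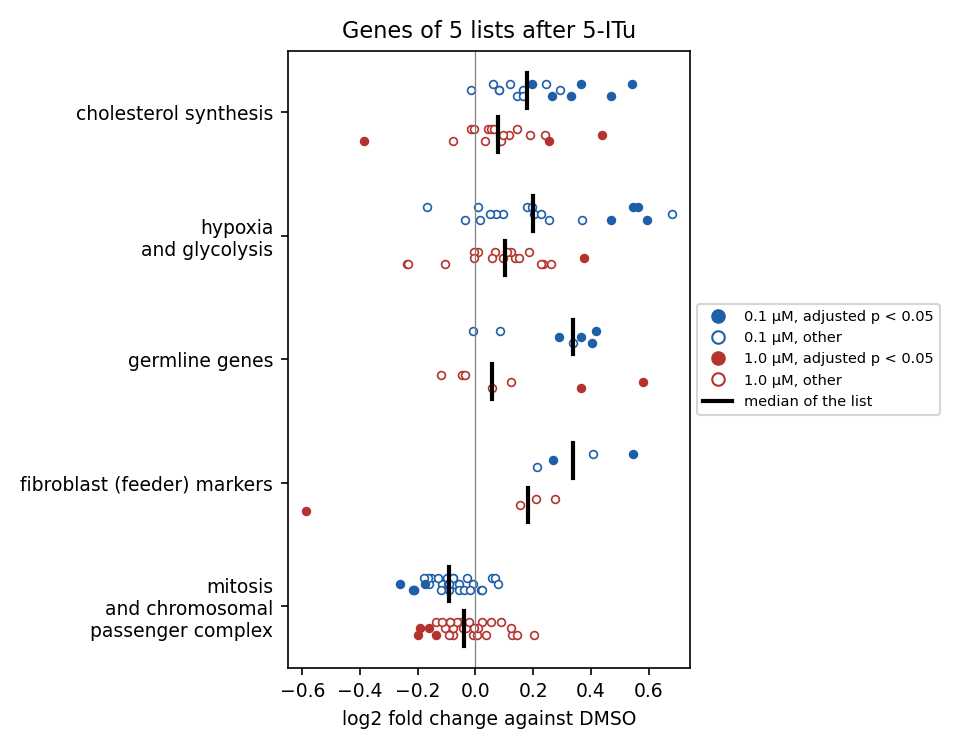
Log2 fold change against DMSO (horizontal axis) of each member of 5 gene lists at 0.1 μM and at 1.0 μM 5-ITu. Each point is 1 gene, filled where its adjusted p is under 0.05, and the black bar is the median of the list, which at 0.1 μM is 0.18 for cholesterol synthesis, 0.20 for hypoxia and glycolysis, 0.34 for germline genes, 0.34 for fibroblast markers and -0.092 for mitosis.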

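At 1.0 μM 5-ITu, 104 probe sets rose past 1.5-fold against DMSO and 190 fell. They name 65 genes that rose and 123 genes that fell. Rnf151, a RING finger gene expressed in testis, rose from a log2 signal of 7.35 ± 0.14 (SD, n = 3) to 8.84 ± 0.32 (SD, n = 3), a change of 1.49 (standard error 0.14, adjusted p = 0.00017 from limma). Lxn, which encodes an inhibitor of carboxypeptidases, rose by 0.91 (standard error 0.13, adjusted p = 0.0011 from limma), and the antisense transcript Rab26os by 0.86. The largest named fall was that of Ammecr1, from 10.64 ± 0.16 (SD, n = 3) to 8.94 ± 0.14 (SD, n = 3), a change of -1.70 (standard error 0.094, adjusted p = 3.1e-05 from limma). Ephx2, the gene of soluble epoxide hydrolase, fell by 1.24 (standard error 0.13, adjusted p = 0.00028 from limma). Lefty1, which encodes an inhibitor of Nodal signals, fell by 1.23 (standard error 0.11, adjusted p = 0.00015 from limma), and Ahnak2 by 1.21. The zinc finger genes Zfp493 and Zfp979 fell by 1.02 and by 1.01. Dnajc30, a mitochondrial co-chaperone gene, fell by 0.98, as did Slc12a2, the gene of a sodium, potassium and chloride cotransporter. The long noncoding RNA Tug1 fell by 0.96 and Ppp1r14a, the gene of an inhibitor of myosin phosphatase, by 0.95. The mean signals of Rnf151 in DMSO and of Ephx2, Ahnak2, Zfp493, Dnajc30 and Ppp1r14a at 1.0 μM lay under the background threshold of 8.46, so the sizes of these changes are uncertain. These 13 genes passed without any single array as well. Over the probe sets above background on all 9 arrays, 54 rose and 123 fell past 1.5-fold, and with 1 probe set per gene 65 rose and 117 fell.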

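At 1.0 μM 5-ITu, some genes active at the 2-cell stage of the embryo and some genes of DNA replication rose, and some markers of ectoderm and epiblast fell. Of 11 genes of 2-cell-like cells, 6 rose (6 when adjusted over the list alone) and 5 did not pass, with a median of 0.43 (adjusted p = 0.00015 from camera, adjusted p = 0.34 with an estimated correlation). The list holds Tdpoz2 and Tdpoz3, which the paper names from these arrays, so it is not independent evidence. Both lay above the background threshold only on the arrays at 1.0 μM and entered the list through them. Without this pair, a choice made after the data were seen, its median was 0.22 and the list passed. Sp110, a nuclear body gene, rose by 0.92 (standard error 0.11, adjusted p = 0.00051 from limma) and the deubiquitinase gene Usp17le by 0.56 (standard error 0.073, adjusted p = 0.00066 from limma). Gm4340 (0.49) and Usp17ld (0.43) also rose and were named after their values were seen. Of 32 genes of DNA replication, 15 rose (17 rose and 1 fell when adjusted over the list alone), with a median of 0.15 (adjusted p = 0.00011 from camera, adjusted p = 0.41 with an estimated correlation). Rrm2, a subunit gene of ribonucleotide reductase, rose by 0.31 (standard error 0.043, adjusted p = 0.00093 from limma), the origin licensing gene Cdc6 by 0.38, Gins2 of the replicative helicase by 0.38, and the DNA ligase gene Lig1 by 0.34. Of the 30 targets of p53, 12 rose and 4 fell (12 and 4 when adjusted over the list alone), with a median of 0.12 (adjusted p = 0.012 from camera, adjusted p = 0.49 with an estimated correlation). The kinase gene Plk2 rose by 0.47 and the stress gene Sesn1 by 0.38, while the sulfatase gene Sulf2 fell by 0.46. Of 6 ectoderm and epiblast markers, 3 fell (3 when adjusted over the list alone), with a median of -0.29 (adjusted p = 0.011 from camera, adjusted p = 0.48 with an estimated correlation). These were the DNA methyltransferase gene Dnmt3b (-0.61) and the transcription factor genes Zic2 (-0.73) and Pou3f1 (-0.31). The call of Pou3f1 was lost without DMSO replicate 1 or 1.0 μM replicate 3, in a fit of the compared groups alone and with a one-way F. Both macrophage markers measured, of which the paper names Cd68 from these arrays, rose at this dose too (2 when adjusted over the list alone), with a median of 0.61 (adjusted p = 0.019 from camera, adjusted p = 0.29 with an estimated correlation). Of the 4 fibroblast markers measured, the smooth muscle gene Tagln fell by 0.59, to a mean under the background threshold (1 fell when adjusted over the list alone). That list had a median of 0.18 and a mean of 0.013 (adjusted p = 0.64 from camera).

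**Figure D2:**
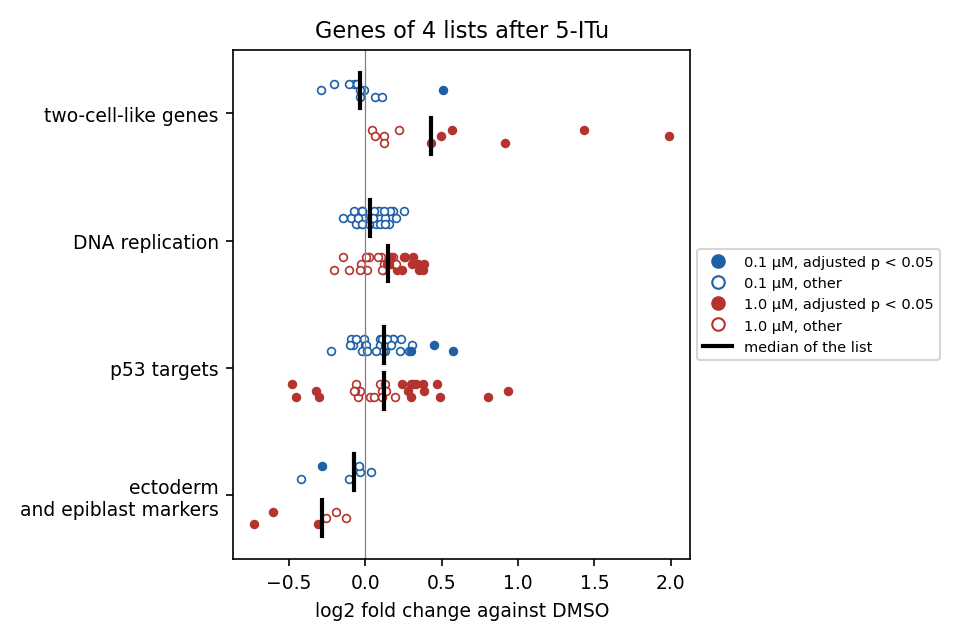
Log2 fold change against DMSO (horizontal axis) of each member of 4 gene lists at 0.1 μM and at 1.0 μM 5-ITu. Each point is 1 gene, filled where its adjusted p is under 0.05, and the black bar is the median of the list, which at 1.0 μM is 0.43 for 2-cell-like genes, 0.15 for DNA replication, 0.12 for p53 targets and -0.29 for ectoderm and epiblast markers.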

Consistent with a bimodal mode of action, the genes affected at both concentrations of 5-ITu were relatively few, in comparison to the total number of affected genes in each condition (see Venn diagram).

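Few probe sets passed 1.5-fold at both doses of 5-ITu: 11 were higher at both and 4 were lower at both. The 11 name 10 genes and the 4 name 3 genes, and none of those past 1.5-fold was higher at 1 dose and lower at the other. At the adjusted threshold, with no minimum fold, more probe sets were changed at both doses: 214 were higher at both, 73 lower at both and 51 in opposite directions. The probe sets past 1.5-fold were also compared between the doses by limma. They were chosen by their change at 1 dose on the same arrays, so a difference away from the other dose is in part fixed by the choice. Of the 57 that rose at 0.1 μM, 37 were lower at 1.0 μM than at 0.1 μM, 2 were higher and 18 did not differ by the test. Their median change was 0.65 at 0.1 μM and 0.27 at 1.0 μM. Of the 13 that fell, 2 were higher at 1.0 μM than at 0.1 μM and 11 did not differ by the test. Of the 104 that rose at 1.0 μM, 83 were higher there than at 0.1 μM, 1 was lower and 20 did not differ by the test. Of the 190 that fell at 1.0 μM, 172 were lower there than at 0.1 μM and 18 did not differ by the test. Single genes also differed between the doses. Cth, an enzyme gene of cysteine synthesis, rose by 0.64 at 0.1 μM and was lower by -0.61 at 1.0 μM than at 0.1 μM (adjusted p = 0.00018 from limma). Tfap2c, a transcription factor gene of trophectoderm and germ cells, fell by 0.25 at 0.1 μM and rose by 0.32 at 1.0 μM, and differed between the doses by 0.57 (adjusted p = 0.00011 from limma). Its fall was not called without 0.1 μM replicate 1, 2 or 3. Of the gene lists, 3 differed between the doses by camera. The 2-cell-like genes were higher at 1.0 μM than at 0.1 μM by a median of 0.37 (adjusted p = 8.4e-05), DNA replication by 0.11 (adjusted p = 0.0030) and ribosome biogenesis by 0.12 (adjusted p = 0.0096), each with an adjusted p = 0.49 with an estimated correlation. The lists of mitosis (adjusted p = 0.077), ectoderm and epiblast (0.096), fibroblast markers (0.096), cholesterol synthesis (0.096), hypoxia (0.10), germline genes (0.27), p53 targets (0.37) and macrophage markers (0.54) did not pass camera's test of the difference between the doses. At 0.1 μM, none of the 32 genes of DNA replication passed limma's adjusted threshold (6 higher and 1 lower at an unadjusted p under 0.05), with a median of 0.033 (adjusted p = 0.27 from camera). Both comparisons share the 3 DMSO arrays, so simulations of unchanged groups against shared controls were run. Over 100 of them, 0.30 probe sets past 1.5-fold were higher at both doses and 0.31 lower on average, with at most 2 in each direction. At the adjusted threshold the simulated averages were 0 higher and 0.01 lower at both doses, against 214 and 73. With no change simulated at either dose, hardly any probe set can pass that threshold. These averages therefore do not show how far shared controls raise the overlap of real changes. Independent lists of the sizes found past 1.5-fold would share 0.598 higher and 0.249 lower probe sets. Those of the sizes found at the adjusted threshold would share 61.8 higher and 22.2 lower. The covariance of the log2 fold changes over the 9911 probe sets was 0.0133, against 0.00310 in the simulations, a difference of 0.0102. Their correlation was 0.35, against 0.50 in the simulations, and both are across probe sets, which are not independent replicates. The 3 DMSO arrays cannot be split into groups of 2, so part of the excess may come from the shared controls. The probe sets lower at both doses numbered 10 without DMSO replicate 1, 8 without DMSO replicate 2, 6 without DMSO replicate 3, 9 without the filter on the signal and 11 with array weights. The paper sets the small overlap of the doses beside a bimodal mode of action of 5-ITu.

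**Figure D3:**
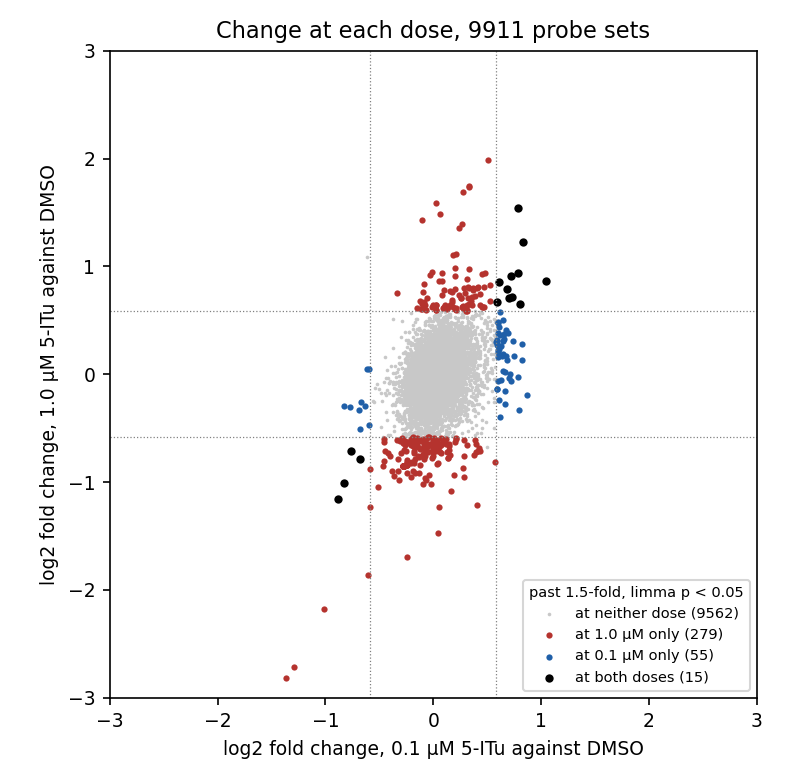
Log2 fold change against DMSO of each tested probe set at 0.1 μM 5-ITu (horizontal axis) and at 1.0 μM 5-ITu (vertical axis). Of 9911 probe sets, 55 passed 1.5-fold at 0.1 μM alone, 279 at 1.0 μM alone and 15 at both doses, and the other 9562 at neither.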

**Figure 3:**
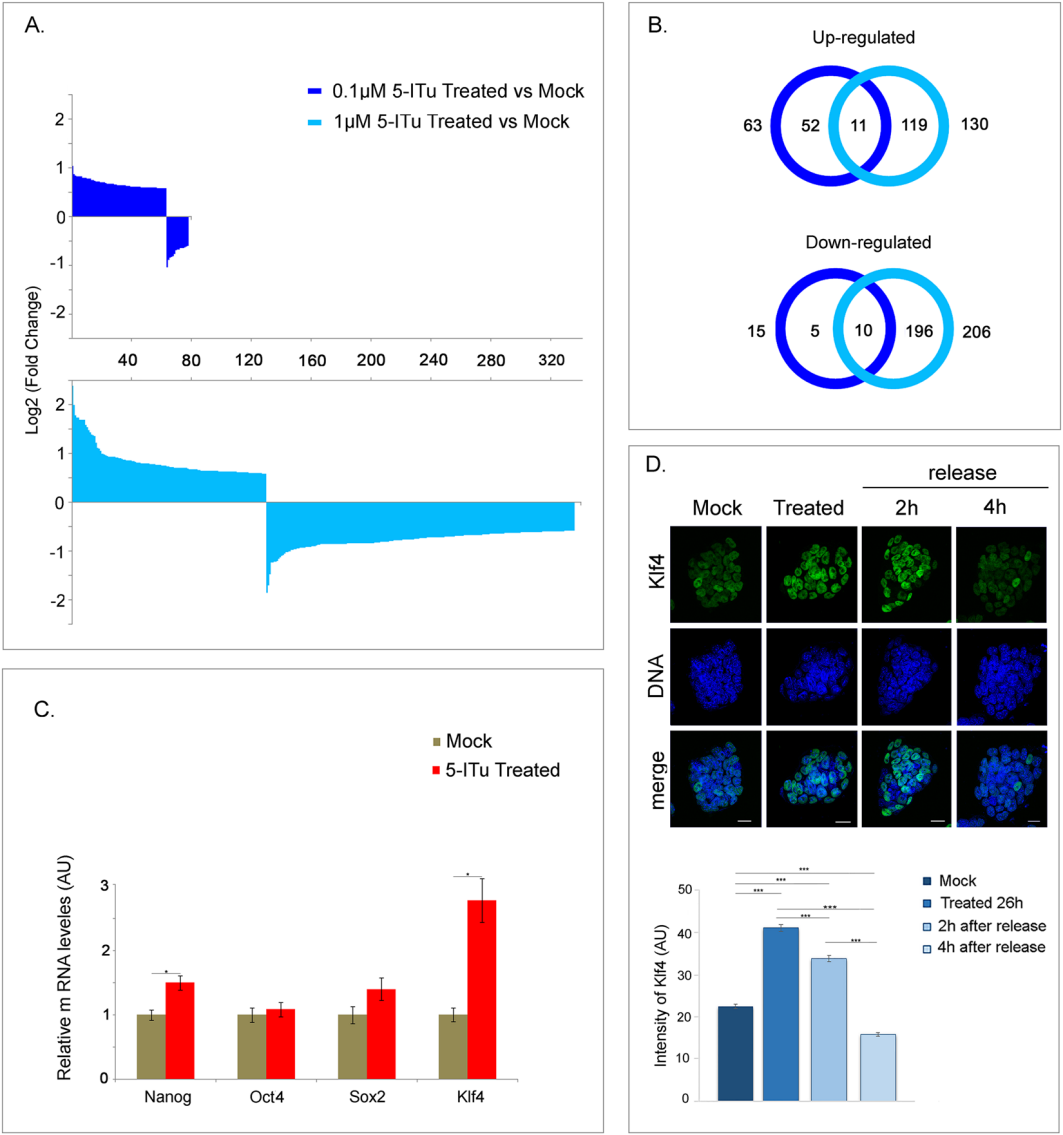
Effects of 5-ITu on gene expression. (**A**) Expression levels of 5-ITu-treated cells relative to mock-treated control (dark blue: 0.1 μΜ; light blue: 1.0 μΜ), as assessed by microarray analysis (log2 FC > 1.5, p value < 0.05). **(B**) Venn diagram showing a comparison of the affected genes in the two 5-ITu concentrations. **(C)** Expression levels of pluripotency markers Nanog, Oct4, Sox2 and Klf4 in 5-ITu-treated cells (1.0μΜ, 26 h), as quantified by qRT-PCR. SE bars are shown and one asterisk corresponds to p < 0.05. **(D**) Staining of 5-ITu treated cells (1.0μΜ, 26 h), before and after release, for Klf4. The samples are counter-stained with TOPRO-3. “Mock” implies treatment with solvent alone (EtOH) with the exception of microarray control, on which DMSO was used. A histogram shows the levels of Klf4 on a quantitative basis. Bar: 20 μm.

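Transcripts of the Tdpoz family, which is expressed in the early embryo, were higher after 1.0 μM 5-ITu. Tdpoz3 had a log2 signal of 7.18 ± 0.19 (SD, n = 3) in DMSO, 7.69 ± 0.032 (SD, n = 3) at 0.1 μM and 9.17 ± 0.11 (SD, n = 3) at 1.0 μM, a 3.97-fold rise at 1.0 μM. This is a log2 fold change of 1.99 (standard error 0.089, adjusted p = 1.4e-05 from limma). In DMSO and at 0.1 μM its signal was under the background threshold of 8.46 on the log2 scale, so no change between these is given. Tdpoz2 went from 7.53 ± 0.23 (SD, n = 3) in DMSO to 8.96 ± 0.20 (SD, n = 3) at 1.0 μM, a 2.69-fold rise (log2 fold change 1.43, standard error 0.19, adjusted p = 0.00082 from limma). Tdpoz2 was under the threshold at 0.1 μM too, and the sizes of its changes are uncertain. In DMSO both genes were under the threshold, so the 3.97-fold and 2.69-fold values are uncertain in size. The members of this family are near-identical copies that a probe set may read together. Tppp3, the gene of a protein that promotes the polymerization of tubulin, rose at both doses, 1.52-fold at 0.1 μM and 1.81-fold at 1.0 μM (adjusted p = 0.0021 and adjusted p = 0.00010 from limma). These are log2 fold changes of 0.61 and 0.85, each with a standard error of 0.066.

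**Figure D4:**
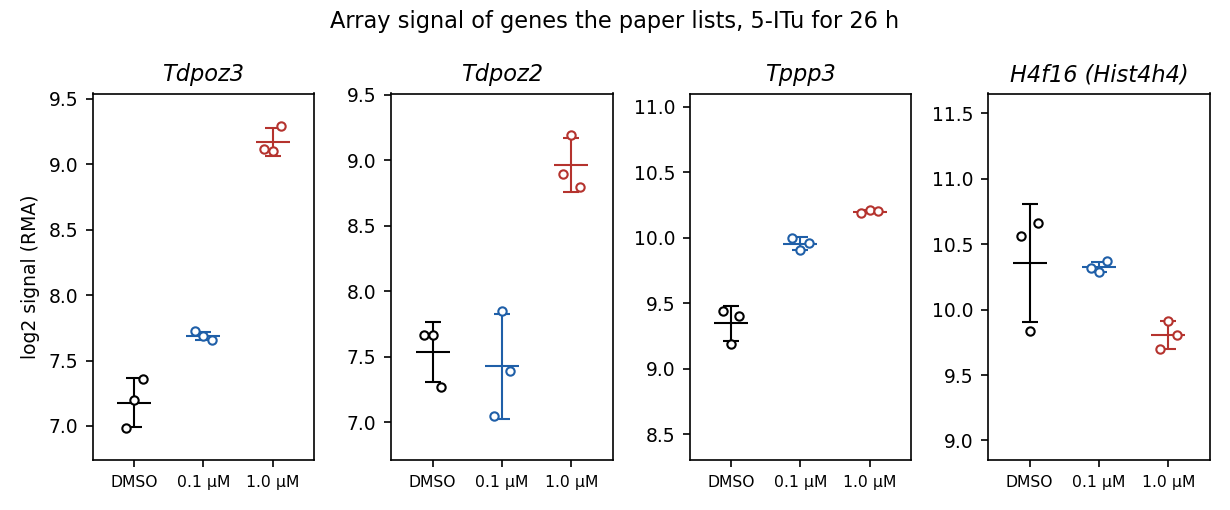
Log2 signal of Tdpoz3, Tdpoz2, Tppp3 and the histone gene H4f16 (vertical axis) on each of the 9 arrays by condition (DMSO, 0.1 μM and 1.0 μM 5-ITu). Points are arrays and bars give the mean ± SD of 3 arrays; the 3 arrays at 1.0 μM lie above those of DMSO for Tdpoz3, Tdpoz2 and Tppp3, with means of 9.17, 8.96 and 10.20 against 7.18, 7.53 and 9.35.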

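Histone genes with a tested probe set of their own went both ways after 1.0 μM 5-ITu. The dim histone probe sets that the filter removed were all higher at that dose. Histone genes of the replication-dependent kind encode proteins that package new DNA in S phase. On the arrays, 15 of these genes have a probe set of their own that was tested. At 1.0 μM, 4 rose and 5 fell (4 and 5 when adjusted over the list alone), with a median of -0.13 (adjusted p = 0.60 from camera, adjusted p = 0.71 with an estimated correlation). The linker histone gene H1f3, with a DMSO mean under the background threshold, rose by 0.79 (standard error 0.13, adjusted p = 0.0024 from limma), H2bc1 by 0.75 (standard error 0.13, adjusted p = 0.0029 from limma) and H2bc14 by 0.63 (standard error 0.10, adjusted p = 0.0021 from limma). H1f10, a linker histone gene that the name pattern of the list takes although its transcript does not depend on replication, fell by 0.43 (standard error 0.073, adjusted p = 0.0026 from limma). A further 17 tested probe sets read several histone genes each, and at 1.0 μM 5 of these rose, by 0.51 to 1.74, and none fell by limma's adjusted threshold (3 were lower at an unadjusted p under 0.05). The 3 with the largest rises had a DMSO mean under the background threshold, so their sizes are uncertain. H4f16 (Hist4h4) has a pair of probe sets. The brighter, with a log2 signal of 10.35 ± 0.45 (SD, n = 3) in DMSO, fell by 0.55 at 1.0 μM (standard error 0.18, adjusted p = 0.046 from limma). It lost this call when any array but DMSO replicate 2 was left out, in a fit of the compared groups alone and with a one-way F. The dimmer had a higher signal at 1.0 μM than in DMSO, but its mean was under the background threshold in every group, so the size of its change is uncertain. The other histone probe sets that the filter removed were also higher at 1.0 μM by limma without the filter. They include H4c14 (1.37, adjusted p = 0.0010 from limma) and H2bc22 (0.94, adjusted p = 0.0034 from limma), named after their values were seen. Their means over all arrays, 7.75 and 7.73, were under the threshold, so these sizes are uncertain too. At 0.1 μM, H1f10 alone of the 15 genes fell (1 when adjusted over the list alone), by 0.31. This call was lost without 0.1 μM replicate 1, 2 or 3, DMSO replicate 2 or 3 or 1.0 μM replicate 2, and in a fit of the compared groups alone. The list had a median of -0.052 at that dose (adjusted p = 0.17 from camera). Without DMSO replicate 2 the list passed at 0.1 μM, with a median of -0.13. Of 5 replication-independent histone genes, H2ax, the gene of the histone marked at DNA breaks, fell by 0.18 at 1.0 μM, and H1f10 is the other that fell (2 when adjusted over the list alone). The call of H2ax was lost in a fit of the compared groups alone. This list had a median of -0.18 (adjusted p = 0.11 from camera), and at 0.1 μM 1 fell (1 when adjusted over the list alone), with a median of -0.071 (adjusted p = 0.31 from camera). The replication-dependent list holds H4f16, which the paper names from these arrays, so it is not independent evidence. Probe sets of several histone genes are the only ones annotated with H3c13 (Hist2h3b), H3c15 (Hist2h3c2), H1f4 (Hist1h1e) and H4c8 (Hist1h4h).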

Among the genes upregulated by 5-ITu were *Tdpoz2* and *Tdpoz3*, which encode factors involved in transcriptional regulation; several histone genes (*Hist4h4*, *Hist2h3b/3c2*, *Hist1h1e/4h*); *Hck*, which encodes a tyrosine protein kinase; *Tppp3*, which encodes proteins promoting tubulin polymerization; and the gene that encodes the pluripotency factor Klf4 (see Table in Fig. S3). 

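Klf4, a transcription factor of the pluripotency network, had a log2 signal of 10.64 ± 0.053 (SD, n = 3) in DMSO, 10.79 ± 0.022 (SD, n = 3) at 0.1 μM and 11.42 ± 0.12 (SD, n = 3) at 1.0 μM 5-ITu. At 1.0 μM this is a 1.71-fold rise on the arrays (log2 fold change 0.77, standard error 0.061, adjusted p = 0.00011 from limma). At 0.1 μM the log2 fold change was 0.15 (adjusted p = 0.16 from limma), and the doses differed by 0.62 (adjusted p = 0.00022 from limma). Each array of 1.0 μM lay above each array of DMSO (two-sided exact permutation test, p = 0.10, the smallest p that 3 arrays against 3 allow). The arrays of 0.1 μM also lay above those of DMSO and below those of 1.0 μM, so this test gave the same p for every comparison. Factors of pluripotency went both ways at 1.0 μM: of 28 measured, Klf4 included, 7 rose and 6 fell (7 and 8 when adjusted over the list alone), with a median of -0.023 and a mean of 0.028 (adjusted p = 0.87 from camera, which gave the direction up). Tbx3 rose by 0.49 (standard error 0.062, adjusted p = 0.00064 from limma) and Prdm14, a repressor of differentiation genes, by 0.45 (standard error 0.066, adjusted p = 0.0013 from limma). Nanog had a log2 fold change of 0.013 (standard error 0.056, adjusted p = 0.88 from limma), Sox2 of 0.12 (standard error 0.056, adjusted p = 0.14 from limma) and Pou5f1, the gene of Oct4, of 0.034 (standard error 0.076, adjusted p = 0.77 from limma). At 0.1 μM, 3 of the 28 rose (3 when adjusted over the list alone), with a median of 0.065 (adjusted p = 0.076 from camera). They include Tcl1, an activator of the kinase Akt (0.55, standard error 0.071, adjusted p = 0.0041 from limma), and Prdm14 (0.31), whose call was lost without any 0.1 μM array or DMSO replicate 2. The list passed at 0.1 μM without DMSO replicate 1 (median 0.063), without 0.1 μM replicate 2 (0.073), after quantile normalization (0.049) and over the probe sets above background on all 9 arrays (0.061). With an estimated correlation it did not pass at 0.1 μM (adjusted p = 0.51 from camera).

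**Figure D5:**
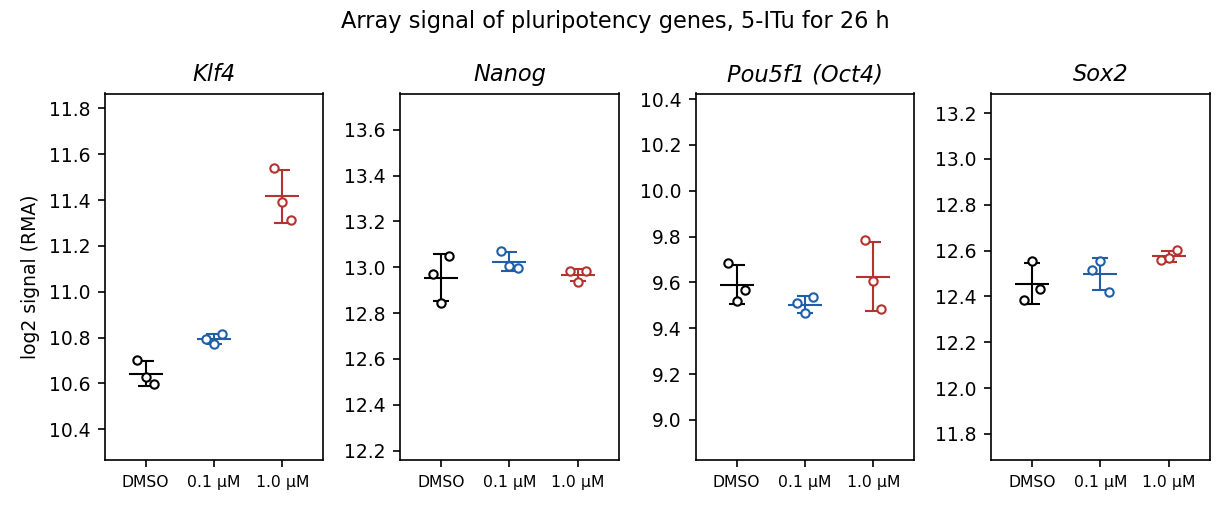
Log2 signal of Klf4, Nanog, Pou5f1 and Sox2 (vertical axis) on each of the 9 arrays by condition (DMSO, 0.1 μM and 1.0 μM 5-ITu). Points are arrays and bars give the mean ± SD of 3 arrays. Klf4 has means of 10.64, 10.79 and 11.42.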

The increase of Klf4 expression (approx. 1.7-fold) in cells treated with 1.0 μM 5-ITu could be confirmed by Real Time qRT-PCR, as depicted in Fig. 3C. Other pluripotency factors, such as Oct4 and Sox2, did not show expression differences, whereas Nanog expression was marginally affected. In line with the qPCR data, after immunostaining with specific antibodies, the intensity of the Klf4 signal appeared noticeably increased in 5-ITu-treated cells (Fig. 3D). However, 4 h after removal of 5-ITu from the medium, the levels of Klf4 returned to nearly normal levels, indicating reversibility.

To determine whether Klf4 upregulation is due to the inhibition of the Haspin kinase, we constructed a stable cell line, in which the *Gsg2* gene was disrupted by Cas9-genome editing (Fig. S4). As shown in Fig. 4A, the H3T3ph signal in Haspin-knockout (KO) cells was eliminated. However, no change was observed in the expression levels of Klf4 by comparison to control cells (Fig. 4B–D). Confirming these observations, siRNA knockdown of Haspin in Hela cells did not increase the levels of Klf4. In fact, Haspin knockdown *decreased* Klf4 expression, contrasting the effect of 5-ITu in the same cell line (Fig. S5A). From these results it is clear that the upregulation of Klf4 by 5-ITu was apparently unrelated to Haspin inhibition.

**Figure 4:**
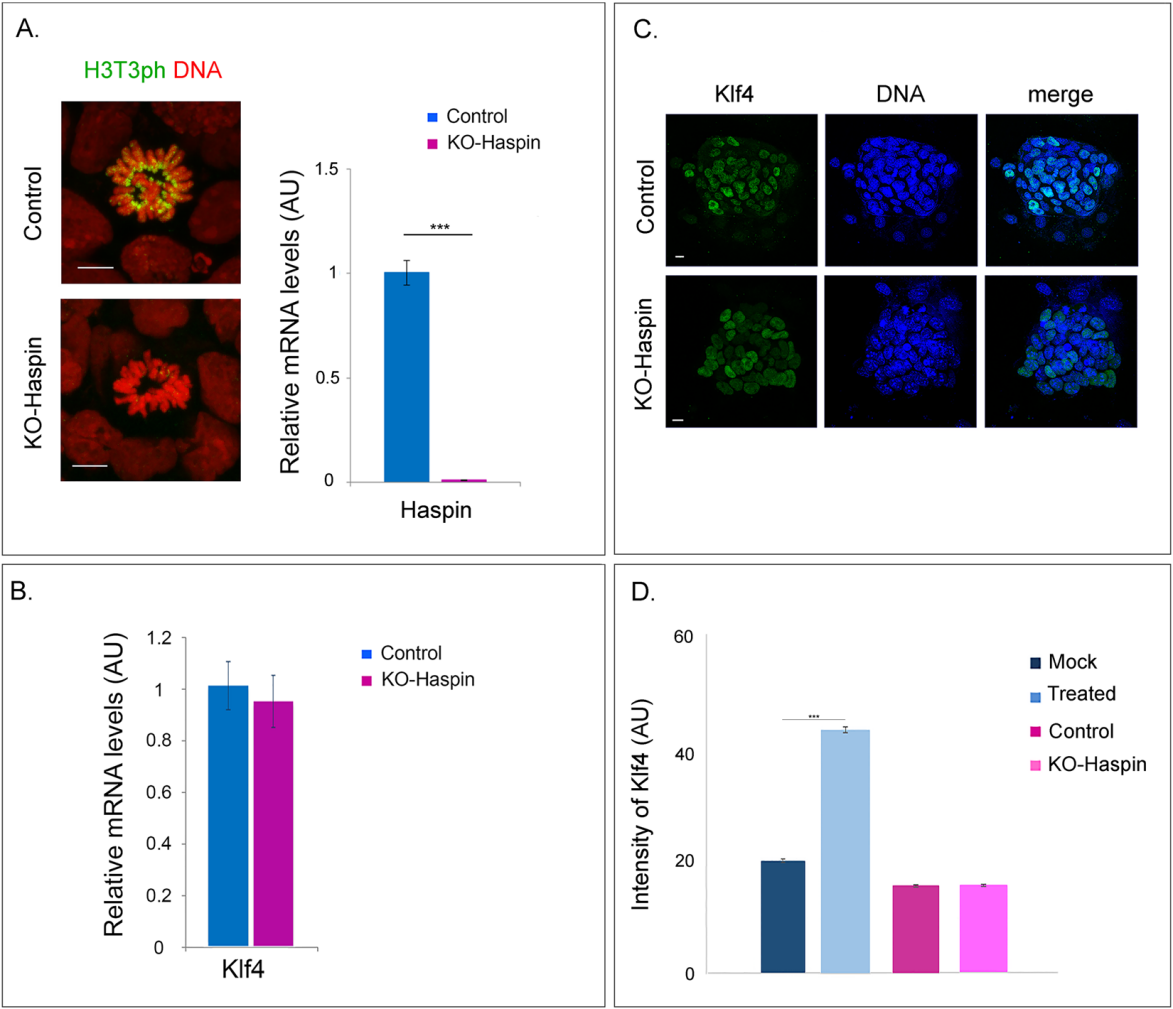
Expression of Klf4 in Haspin-knockout (KO) cells. (**A**) Staining of control and KO-Haspin cells for H3T3ph (left). The samples are counter-stained with PI. Bars: 5 μm. Expression levels of Haspin mRNA were measured by qRT-PCR (right). SE bars are shown and three asterisks correspond to p < 0.001. **(B)** Expression levels of Klf4 mRNA in control and KO-Haspin cells, as assessed by qRT-PCR. SE bars are shown. **(C)** Staining of control and KO-Haspin cells for Klf4. The samples are counter-stained with TOPRO-3. Bar: 10 μm. **(D)** Quantification of the results shown in (C). SE bars are shown and three asterisks correspond to p < 0.001 (see also Fig. S1A).

To find out whether this “off-target” effect was context-dependent, we also examined the mouse myoblastic cell line C2C12, which expresses low levels of Klf4 in the proliferating state^31^. As shown in Fig. S5B, after treatment with 5-ITu the expression levels of Klf4 were slightly *decreased*. The sum of these observations indicates that 5-ITu does not interfere with vital or “housekeeping” cellular functions, but rather affects cellular processes that are unique to each cell type (see also “Discussion”).

### Effects on differentiation

Comparing the results shown in Fig. 2D (*i.e*., the normal expression and distribution of lineage markers in 5-ITu treated cells) and the results shown in Fig. 3 (*i.e*., the transcriptional upsetting caused by the Haspin inhibitor), we considered that embryonic stem cells are affected by 5-ITu in a fashion that is not easily explainable. To investigate this problem further, we induced formation of EBs in four different ways, as outlined in the diagram of Fig. 5A. In the first case, the cells were mock-treated with the 5-ITu solvent alone (ethanol) before removal of LIF; in the second case, the cells were treated with 1.0μΜ 5-ITu for 26 h before removing LIF; in the third case, the cells were incubated with ethanol upon removal of LIF and during EB formation; and in the fourth case, the cells were exposed to 1.0 μΜ 5-ITu, upon LIF removal and during formation of EBs. In the end of this series, all samples were transferred in normal media and examined in the phase and the fluorescence microscope within a period of 48–96 h.

**Figure 5:**
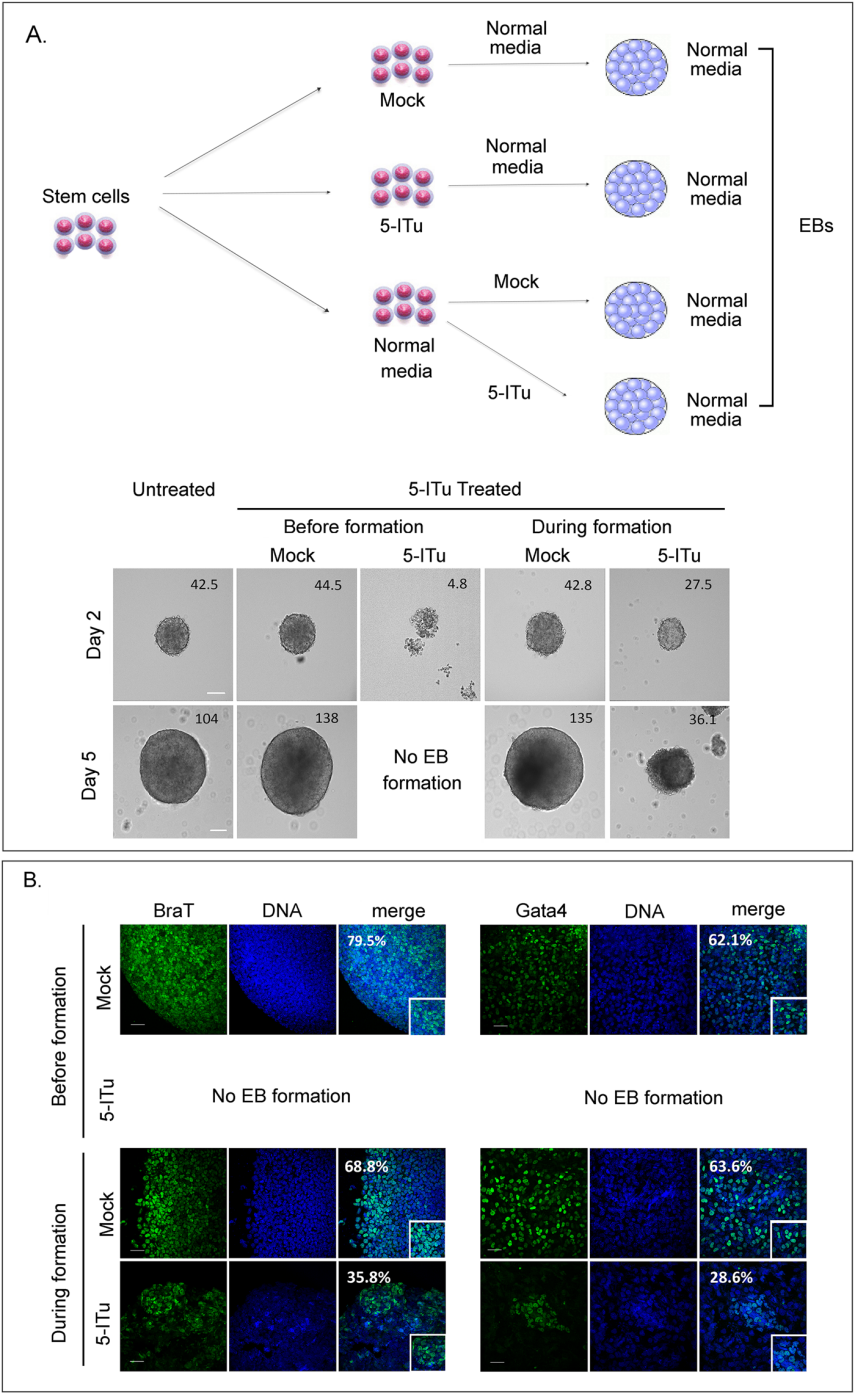
*In vitro* differentiation assays. (**A**) Differentiation schedule and representative profiles of embryoid bodies in each of the four experiments described in the text. The numbers correspond to the average surface area of embryoid bodies (in μm^2^). Bar: 50 μm. **(B)** Staining of embryoid bodies for the lineage-specific markers BraT and Gata4. The numbers on upper left represent the percentages of positive cells. The specimens are counter-stained with TOPRO-3. “Mock” implies treatment with solvent alone (EtOH). 5-ITu was used at 1 μΜ. Bar: 50 μm.

As shown in Fig. 5A (*images*), the mock-treated cells formed normal-looking EBs. On the other hand, whereas the cells treated *during in vitro* differentiation formed small EBs, the cells treated with 5-ITu *before* induction of differentiation did not form EBs at all. Interestingly, the “compromised” EBs produced in the former case contained a lower proportion of BraT- and Gata4-expressing cells than the controls (Fig. 5B).

To confirm the results obtained by *in vitro* differentiation assays, we tested whether the cells treated for 26 hours with 1μΜ 5-ITu could form teratomas. Four weeks after inoculation of untreated or treated E14 cells into immunodeficient mice, a cohort of animals were sacrificed to monitor potentially early lesions at the injection sites. As expected, all mice examined possessed scar tissue, indicating the absence of tumorous growth (Fig. 6A, *panel a*). However, 10 weeks post-inoculation, the mock-treated cells formed large teratomas, whereas the 5-ITu-treated cells did not (Fig. 6A, *panel b*). The teratomas formed by untreated E14 cells contained derivatives of all three germ layers (Fig. S6), assuring that the procedure was executed correctly. From the sum of these results, it can be concluded that exposure of E14 cells to 5-ITu prior to EB formation does not allow their proliferation and differentiation *in vivo*.

**Figure 6:**
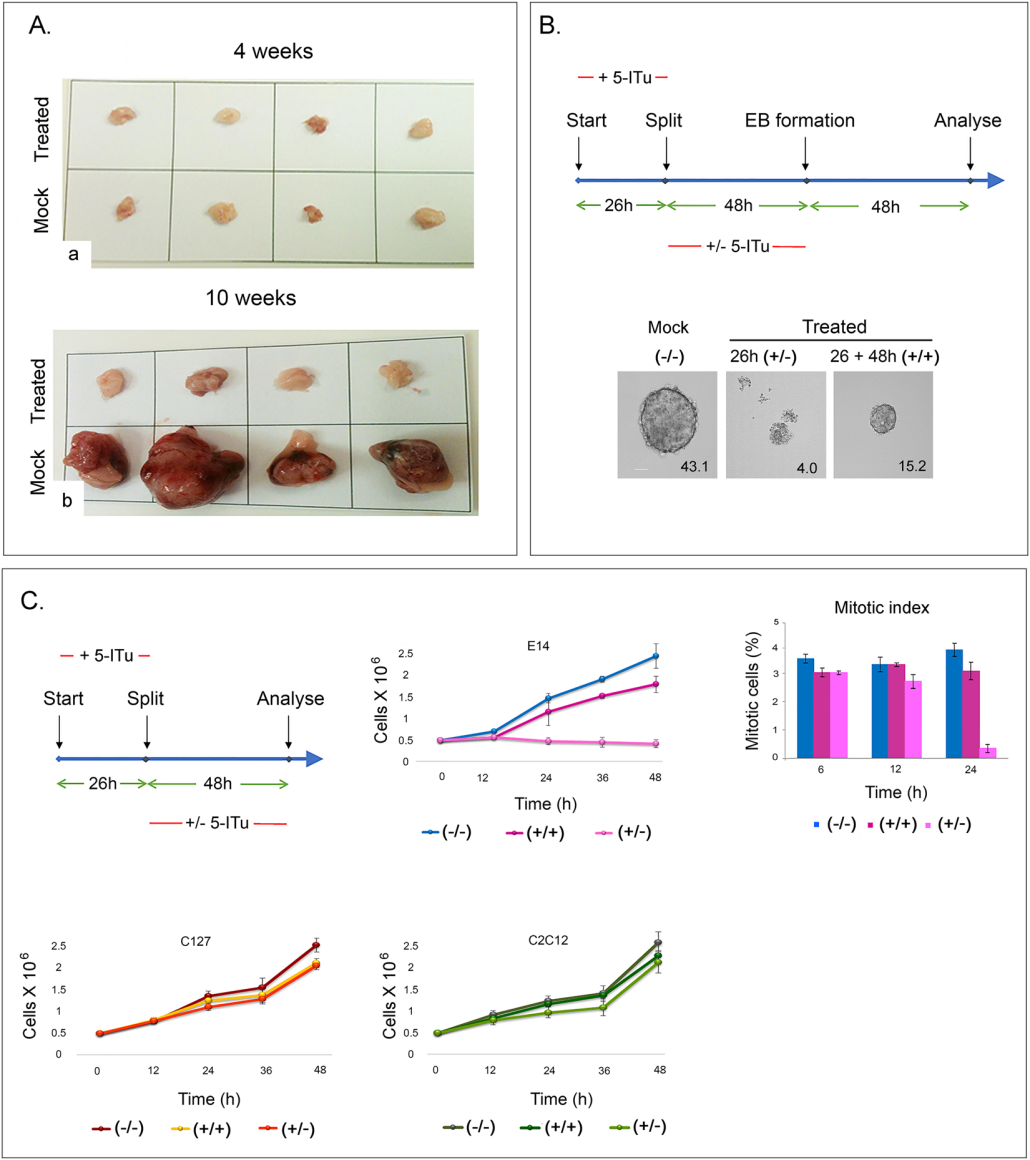
Teratoma formation and effects of 5-ITu on cell survival. (**A**) Tissue excised from mice injected with mock-treated or 5-ITu-treated cells at 4 (a) and 10 (b) weeks. **(B)** Schematic representation of 5-ITu treatment and *in vitro* differentiation. After a 26-hour treatment with 1.0 μM 5-ITu, the cells were split and either cultured with 5-ITu for another 48 h (+/+) or released into normal medium (+/−). Upon removal of LIF, all cells were suspended in “hanging drops” and induced to differentiate. Representative profiles of the embryoid bodies produced are shown. The numbers correspond to the average surface area of embryoid bodies (in μm^2^). Bar: 50 μm. **(C)** Schematic representation of the experiments done with undifferentiated cells. The panels depict growth curves of E14, C2C12 and C127 cells (the latter included here for a comparison). Histograms depicting the corresponding mitotic indexes are also shown (see also Fig. S1A).

### Effects on cell cycle and growth

To better interpret the results obtained in differentiation assays, we incubated E14 cells for 26 hours with 5-ITu, split them, and continued culturing either in 5-ITu-free or in 5-ITu-containing media for another 48 hours. At the end of this incubation, we removed LIF and induced EB formation (Fig. 6B, *schematic diagram*). Normal-looking (but somewhat smaller) EBs formed when 5-ITu was continuously present. However, when 5-ITu was removed from the media (after the initial 26-hour incubation), EB formation was aborted (Fig. 6B, *images*). These results were highly reminiscent of what we had seen previously comparing the effects of 5-ITu in cells treated before or during *in vitro* differentiation (see Fig. 5A). Confirming these observations, cells released from 5-ITu inhibition exhibited a very low mitotic index and remained stationary. Such effects were not detected in other mouse cell lines, such as C127 or C2C12 (Fig. 6C), suggesting a context-dependent effect.

A previous report has claimed that 5-ITu induces p53 in mouse embryo fibroblasts^32^. In line with this observation, treatment of E14 cells with 0.5–2.0 μΜ 5-ITu caused a dose-dependent increase in p53 accumulation, as shown in Fig. 7A. Interestingly, the average levels of p53 were higher in the group that was released from the drug after an initial treatment than in the group of cells in which 5-ITu was continuously present. Comparing 5-ITu-treated and untreated KO cells, we have found that the drug causes a statistically significant increase in p53 levels (Fig. 7Β). However, this increase was less pronounced than the increase seen in wild type cells (see Fig. 7A,B), which indicates context influences. These data suggest that changes in p53 levels are unlikely to be related to Haspin inhibition, but is quite possible that Haspin-null cells have adapted to their Haspin-lacking status by downregulating p53 to more normal levels.

**Figure 7:**
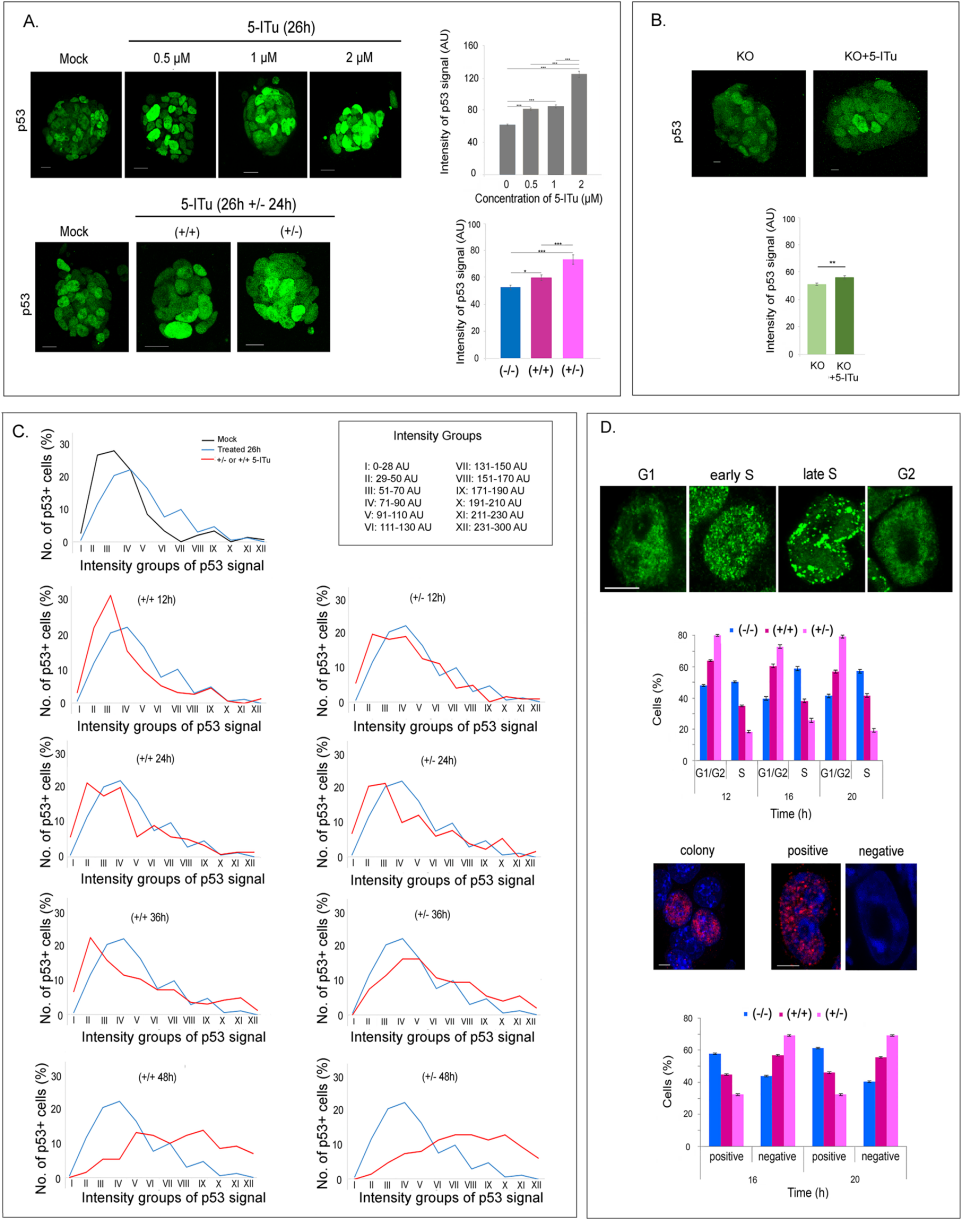
Effects of 5-ITu on p53 accumulation and cell cycle progression. (**A**) Top panel: accumulation of p53 in 5-ITu-treated cells (26 h). Representative profiles of E14 colonies after immunostaining for p53 and quantification of the signal intensities are shown. Bar: 20 μm. Lower panel: increase of p53 levels after release from 5-ITu (+/−) or continuation of 5-ITu treatment (+/+). Bar: 20 μm. (see also Fig. S1A). (**B**) Top panel: accumulation of p53 in 5-ITu-treated Haspin-KO cells (26 h). Representative profiles of colonies after immunostaining for p53 and quantification of the signal intensities are shown. Bar: 10 μm. Lower part: change in p53 levels after 26 h treatment of Haspin-KO cells with 5-ITu (see also Fig. S1A). **(C)** p53 levels across the cell population after release from 5-ITu (+/−) or continuation of 5-ITu treatment (+/+). The graphs depict the percentage of p53-positive cells in a 12-step signal intensity scale, as specified in the key. A time course 12–48 hours after the initial 5-ITu treatment is shown. (**D**) PCNA distribution and BrdU incorporation in cells processed as in (A). Bar: 5 μm. (see also Fig. S1A). 5-ITu was used at a concentration of 1 μΜ.

Assessment of p53 at 12-hr intervals revealed a differential response to 5-ITu. Up to 36 h, the cells released from 5-ITu contained few low-p53 figures. However, the population cultured in the continuous presence of 5-ITu contained a considerable proportion of low-p53 cells (Fig. 7B), suggesting some type of “resistance”. After 36 h, the proportion of cells containing medium/high amounts of p53 increased in both populations, indicating that “resistance” to 5-ITu was rather transient.

Knowing that p53 is activated, we finally checked if the release from 5-ITu was causing cell cycle arrest. We approached this problem in two independent manners. In one case, we monitored the incorporation of BrdU; in the other case, we stained the cells for PCNA, which gives a characteristic pattern in the G1/G2 and the S-phase (Fig. 7C). With both methods, we found that release from 5-ITu results in G1/S arrest, whereas the continuous presence of the inhibitor affects much less E14 cells. Possible interpretations of these results are discussed below.

## Discussion

Haspin is solely responsible for the establishment of H3T3ph during mitosis in somatic cells^13,14^. H3T3ph provides a binding site for Survivin and thus docks CPC at the inner centromere^15,16^. Although targeting of the CPC at the centromere is critical for correct chromosome alignment, at this point it is unclear whether Haspin-mediated phosphorylation of histone H3 is essential for cell division.

Recently obtained information suggests that Haspin’s function in mitosis might be redundant. As it turns out, CPC targeting to sites of microtubule-chromosome contact can be accomplished by Bub1-mediated phosphorylation of histone H2A at Thr120 (H2AT120ph). H2AT120ph creates a binding site for Sgo1, which then associates with the CPC component Borealin and deposits the complex to proximal centromere/kinetochore^33,34^. Furthermore, it has been recently reported that CPC can bind directly to nucleosomes *via* Borealin, which works upstream of Haspin-and Bub1-mediated centromere associations^35^. Consistent with functional redundancy, other studies have shown that mice with a disrupted *Gsg2* gene develop normally and exhibit a phenotype only in testes^36^, where Haspin was originally identified^6^. This might not be coincidental, because the H3T3ph mark plays a pivotal role in the germ stem cells (GPCs) of *Drosophila*, where it helps distinguishing pre-existing from newly synthesized histone H3^37^.

To examine the role of Haspin and H3T3ph during self-renewal and differentiation, we employed mouse embryonic stem cells and experimented with the Haspin inhibitor 5-ITu. In agreement to the published literature^15–17^, we found that sub-μM concentrations of this agent eliminate the H3T3ph mark and partially displace CPC from the centromere during mitosis. However, this does not appear to have severe consequences in the progress of mitosis and the entry of newly divided cells to G1, because both mock-treated and 5-ITu-treated cells divide symmetrically and continue self-renewing.

Despite the lack of overt defects, 5-ITu upsets the expression of several genes, including those that encode histone proteins and the pluripotency factor Klf4. Klf4 is upregulated by 5-ITu, which is worth noting, because, at the same time, p53 accumulates in the cell nucleus. p53 and Klf4 are known to act synergistically, activating p21/WAF, a cyclin-dependent kinase inhibitor^38,39^. Given this, it is not surprising that 5-ITu treated E14 cells show retarded growth and impaired entry into the S-phase. What is somewhat peculiar, however, is that removal of 5-ITu from the culture media increases the number of cells that are blocked in G1 and results in a complete halt of proliferation. A similar effect is observed upon induction of differentiation. If 5-ITu is continuously present, or added after initiation of *in vitro* differentiation, the cells can still form EBs. However, when the cells are (pre)treated with 5-ITu and then induced to differentiate in the absence of the drug, they fail to form EBs (or teratomas).

The observations reported here afford several interpretations. However, a key point, which should be taken seriously into account before attempting to interpret the data, is that p53 activation does not occur in Haspin-KO cells. Previous studies with mouse embryonic fibroblasts have shown that 5-ITu activates p53 and leads to cell cycle blockade^40^. Since this agent is essentially an adenosine analogue, it has been proposed that p53 activation is due to incorporation of a drug metabolite into DNA, which, then, results in double strand breaks. Invoking a similar mechanism, it would be easy to explain what happens in E14 cells: following DNA damage, p53 accumulates and induces expression of Klf4;^41^ then, Klf4 collaborates with p53 and induces expression of p21/WAF, delaying entry into the S-phase and, finally, causing cell death.

Although this mechanism is attractive in its simplicity, the genotoxic effects of 5-ITu and the cytostatic action of p53/Klf4 cannot be easily generalized. Since mouse C2C12 cells do not upregulate Klf4 and continue growing after 5-ITu treatment, it is unlikely that this agent acts universally by inducing base mis-incorporation and DNA damage. Pertinent to that is the fact that embryonic stem cells have a short G1 phase and known not to possess an identifiable G1/S checkpoint, because p21/WAF is under negative epigenetic control by histone deacetylase 1^41^. Although activation of p53 would allow transcription of the p21/WAF gene, the p21/WAF protein does not accumulate due to proteasome-dependent degradation^42^. In view of these data, it is unlikely that 5-ITu acts in embryonic stem cells in the same way as it acts in fibroblasts.

It could be argued that the latent effects of 5-ITu in E14 cells are the result of accumulating chromosome lesions, which develop when the H3T3ph mark is eliminated, the CPC mislocalized and the error-correction mechanism during mitosis disabled. As explained above, genomic damage/imbalance could induce p53, which, in turn, would induce Klf4 expression and (synergistic) activation of p21/WAF. However, this scenario is also unlikely for all the reasons explained above and for the additional fact that Haspin-KO cells do not overexpress Klf4 and possess normal levels of p53.

Examining the action of 5-ITu in E14 cells we need to consider that the drug has pleiotropic effects, besides Haspin inhibition. Apparently, 5-ITu treatment sets in motion opposing –or cross-inhibiting- processes, some of which are reversible and some not. For instance, although 5-ITu provokes sustained and non-reversible activation of p53, it might also cause reversible suppression of p21/WAF by enhancing histone deacetylation or protein degradation. Alternatively, cells treated for longer periods of time with 5-ITu might grow under “selection pressure”, which leads to establishment of suppressor mutations. One class of such mutations might cause inactivation of p21/WAF, thus altering the behavior of Klf4 from this of a suppressor to that of an enhancer of cell proliferation in a sub-population of cells, as has been shown by other authors^42,43^.

Obviously, more focused studies are required to characterize the non-Haspin targets of 5-ITu and identify the relevant compensatory mechanisms at the transcriptional and the post-transcriptional level.

## Materials and Methods

### Differentiation *in vitro*

E14 cells were induced to differentiate by the “hanging drop” method. The cells were cultured in Iscove’s Modified Dublecco’s Medium (IMDM) (Gibco), supplemented with 15% fetal bovine serum (FBS) (Biochrom AG), 2 mM penicillin/streptomycin (Gibco), 2mM L-glutamine (Gibco) and 450 mmol/L 1-Thioglycerol (M6145, SIGMA) in the absence of LIF. After counting, 20 μl drops with 500 cells each were placed on the lid of a 10 cm bacteriological dish, which contained tissue culture grade water at the bottom (for hydration). The drops were collected after 2 days and transferred to 35 mm dishes and cultured for another 2–4 days. For immunofluorescence assays, the day before the experiment, EBs were transferred into gelatine-coated dishes carrying coverslips.

### Teratoma formation

Cells were plated and incubated with 5-ITu (1.0 μM, 26 h) obtained from Santa Cruz Biotechnology (sc-3531A). The inhibitor was dissolved in EtOH or DMSO. Cells for each condition were trypsinized to produce single cells. One million cells were suspended in 0.1 ml of PBS and were injected subcutaneously into the flank of immunodeficient NOD-SCID gamma mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ) Approximately 4 weeks after the inoculation, 4 mice were sacrificed to study the progress of differentiation. The final timepoint of the control cohort was reached 10 weeks post inoculation. At that time another cohort of 4 animals was euthanized, the tumors were collected in 10% NBF, embedded in paraffin, and sectioned in the microtome. Sections of each teratoma were stained with Hematoxylin/Eosin and further analysed. All the experimental animals were housed in individually ventilated cages in the Animal House Facility of the Biomedical Research Foundation, Academy of Athens under pathogen-free conditions, in full compliance with the recommendations of Federation of Laboratory Animal Science Association. All procedures were approved by the institutional Bioethics Committee and the Greek Ministry of Agriculture (ref. number 6245) on the basis of the European Directive 86/609 concerning the protection of animals used for experimental purposes.

### Microarrays

Microarray experiments were carried out at the Genomics Core Facility of EMBL. Transcriptional analysis was performed using the Affymetrix GeneChip Mouse Gene 2.0 ST Arrays. Three biological replicates were used in each condition (DMSO only, 0.1 μM and 1.0 μM 5-ITu). Labelling and hybridization were carried out according to the standard Affymetrix protocol. Chips were scanned using the Hewlett-Packard GeneArray Scanner 3000 7 G. The quality and the background of the array data were assessed using the Expression Console (version 1.3) software (Affymetrix). Data analysis was carried out using the GeneSpring 13.0 software (Agilent Technologies). RNA normalization was performed and only probes above the background threshold (=353) were considered for further evaluation. Statistically significant transcripts were obtained based on their one-way Anova p value (<0.05). A cut-off on fold change >1.5 was selected. The data have been deposited in GEO database under the accession number GSE119737.

### Quantitative PCR

cDNA was prepared using the PrimeScript RT Reagent Kit (with gDNA Eraser-Perfect Real Time, Takara) according to instructions. Quantitative Real Time PCR reactions were carried out on a CFXConnect instrument (Biorad) using SYBR Fast Master Mix (2 × ) Universal (KAPA). Appropriate normalization genes (ATP5B and YWHAZ) were selected using the geNorm mouse reference kit (Primer Design) and data analysis was performed using the qbase^+^ analysis software (Biogazelle) according to MIQE guidelines. Statistical analysis was carried out using the nonparametric Mann Whitney test. The primer sequences used are tabulated here:

**Table:** 

Gene Name	Forward Primer	Reverse Primer
Nanog	CCAGTGGAGTATCCCAGCAT	GTTGGTCCAGGTCTGGTTGT
Oct4	TGGGCTAGAGAAGGATGTGG	TGGGAAAGGTGTCCCTGTAG
Klf4	GACTAACCGTTGGCGTGAGG	GTCTAGGTCCAGGAGGTCGT
Sox2	AAAGGGTTCTTGCTGGGTTT	AAACAAGACCACGAAAACGG
Haspin	ATGCTGAAAAGGTTTATGGGGA	GGCAGGATTTCCTCAAAGGTTT

### RNA interference

For silencing assays, the following siRNA and control sequences from Ambion were used: AM 1093, 141030, 242467 AM4642. The siRNAs were transfected into Hela cells at a concentration of 20 nM using the Lipofectamine RNAiMAX reagent (Invitrogen). Cells were analysed after 48–72 hours.

### CRISPR/Cas9-mediated gene deletion

The Haspin knock out clones were created using the Crispr/Double Nickase Cas9 system. More specifically, E14 cells were transfected either with two plasmids carrying the double Cas9 nickase and the Haspin sgRNAs (sc-420703-NIC, Santa Cruz Biotechnology) or with the crispr double nickase control plasmid (sc-437281, Santa Cruz Biotechnology). The gRNAs used to create the KO Haspin clone are shown in Fig. S4A. Transfections were carried out using the UltraCruz transfection Reagent (sc-395739, Santa Cruz Biotechnology). 24 hours after the transfection, 1.5 μg/ml puromycine was added to the medium. The antibiotic selection was kept for 72 hours. The cells were then left to recover and form new colonies for approximately 2 weeks. Newly formed single colonies were picked and transferred into separate wells of a 96-well plate. When they reached 80–90% confluency, they were trypsinized and transferred consecutively to a 24-well, a 12-well, a 6-well and, finally, to 60 mm plates.

### Amplicon Sequencing

Genomic DNA was isolated from the KO clone according to standard protocols. The region of interest was amplified using the following primers and Kapa HiFi hot start (Roche, KK2601).

**Table:** 

Primer	Sequence
For	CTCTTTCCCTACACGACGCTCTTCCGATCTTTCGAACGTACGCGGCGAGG
Rev	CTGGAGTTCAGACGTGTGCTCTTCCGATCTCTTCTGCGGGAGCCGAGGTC

The underlined sequences are handles, which are extended with adapter-barcoding sequences during a second PCR round. For indexing, the NEXTflex 16 S V1-V3 amplicon seq kit (Illumina Biooscientific, 4202–04) was used). Upon completion of the second PCR reaction, the size and yield of obtained amplicons was checked by agarose gel electrophoresis. Subsequently, amplicons were pooled together, purified using a PCR clean up column kit (Qiagen) and their concentration was measured on a Qubit 4 fluorimeter (ThermoFisher Scientific). Amplicons were sequenced bi-directionally on the MiSeq platform (Illumina), 250 bp from each side (plus 12 bp for barcodes), using the MiSeq Reagent Kit v2 (500cycle) (Illumina, MS-102–2003). Analysis was performed using the CRISPResso algorithm^44^. Based on amplicon sequencing data (file available upon request), both Haspin allelles were deleted. The deletion made by Cas9-editing allows for the transcription of a short 5’ sequence that corresponds to the cohesin-associated N-terminal fragment. This N-terminal peptide could not be identified immunochemically, because no antibodies recognizing this part of the Haspin molecule were available. Attempts to detect the corresponding RNA by RT-PCR were inconclusive. Therefore, whether this fragment is produced or not is ambiguous.

## Supplementary information

Supplementary information

# Supplementary material for: Haspin-dependent and independent effects of the kinase inhibitor 5-Iodotubercidin on self-renewal and differentiation
**Source:** Sci Rep. 2020 Jan 14;10:232. doi: 10.1038/s41598-019-54350-4

Haspin-dependent and independent effects of the kinase inhibitor 5-Iodotubercidin on self-renewal and differentiation

Eleftheria Karanika^{1,2}, Katerina Soupsana^{1,3}, Anastasia Christogianni², Dimitris Stellas,^{4,#} Apostolos Klinakis⁴, Anastasia S. Politou^{1,3} and Spyros Georgatos^{1,2,*}

Supplementary materials and methods

Cell Culture

E14 cells (generously provided by Austin Smith's lab, Cambridge University, UK) were cultured in Glasgow Minimum Essential Medium (GMEM) (Gibco), supplemented with 15% fetal bovine serum (FBS) (Biochrom AG), 2mM penicillin/streptomycin (Gibco), 2mM L-glutamine (Gibco), 0.1mM non-essential aminoacids (Gibco), 1mM sodium pyruvate (Gibco), 0.1 mM β -mercaptoethanol (Sigma-Aldrich) and LIF (produced in house). Dishes were coated with 0.1% gelatine. Hela, C127 and C2C12 cells were cultured in Dulbecco's Modified Eagle's Medium with high glucose (DMEM) (Gibco), supplemented with 10% FBS (Biosera), 2mM penicillin-streptomycin (Biosera) and 2mM L-glutamine (Biosera).

Antibodies, indirect immunofluorescence and morphological assays

Primary antibodies included: anti-Nanog (ab80892, dilution 1:300), anti-Klf4 (ab129473, dilution 1:1000), anti-Aurora B (ab2254, dilution 1:1000), purchased from Abcam UK; anti-Oct3/4 (sc-5279, dilution 1:300), anti-Brachyury (N-19, sc-17743, dilution 1:50), anti-Gata4 (C-10, sc-1237, dilution 1:100), anti-p53 (FL-393, dilution 1:100) and anti-aPKC ζ (dilution 1:200), obtained from Santa Cruz Biotechnology; anti-tubulin (Sigma-Aldrich, T5168, dilution 1:5000) and anti-HP1 α (Millipore, MA3584, dilution 1:1000). Anti-PCNA staining (antibodies purchased from Santa Cruz and used at a dilution of 1:200), the cells were fixed with ice-cold methanol for 6 min. The antibodies for Lamin A (dilution 1:600), Lamin B (dilution 1:600), and anti-H3T3ph (dilution 1:750) were raised in house. For BrdU staining, the cells, after the required time of pulse with the thymidine analogue (obtained from Roche), were fixed with acid ethanol (90% ethanol, 5% acetic acid, 5% ddH₂O) for 30min at RT.

Then, they were washed with PBS and incubated in 2M HCl with 0.2% Triton X-100 for 30 min at 37°C. HCl was neutralized using 0.1M sodium borate ($\text{Na}_2\text{B}_4\text{O}_7$) for 2min at RT. Cells were blocked using blocking buffer for 15min at RT. Subsequently, the samples were incubated with anti-BrdU overnight at 4°C. Secondary antibodies included: goat anti-rabbit 488 (Alexa, A11008), goat anti-rabbit 568 (Alexa, A11011), goat anti-mouse 568 (Alexa, A11004) and goat anti-human 568 (Alexa, A21090). For DNA staining TOPRO-3 (Invitrogen, T3605) or Propidium iodide were used. Indirect immunofluorescence was performed according to Maison et al., 1993. The cells were fixed with 1% or 4% formaldehyde, permeabilized with 0.2% Triton X-100 and “blocked” with 0.5% fish skin gelatin. A Leica SP5 confocal microscope was used to image the specimens. For comparisons, the same parameters (PMTs and offset) were employed for imaging and the images obtained were processed in the same manner. Fluorescence intensity and intensity plots were made using ImageJ.

RNA isolation

Total RNA from 3 biological replicates of each condition was isolated and purified using the RNeasy protect mini kit (Qiagen). All samples were subjected to an on column DNase digestion using the RNase-Free DNase set (Qiagen). RNA quality was assessed based on the Bioanalyzer values obtained (Agilent). Only samples with a RIN value above 9 were subsequently analyzed.

Statistics

All statistical analysis, unless stated otherwise, was performed using the SPSS statistical package. For more information on each experiment see Fig. S5.

Supplementary figure legends

Figure S1. Detailed data from statistical analysis for the data shown in the figures.

(A) Number of experiments and cell counts for the data shown in each figure. (B) Statistical evaluation of the data in all experiments performed.

Figure S2. Effects of 5-ITu on the distribution of Aurora B in metaphase cells.

The images show maximum projection (top) and individual z-sections of metaphase cells stained with anti-Aurora B antibodies and TOPRO3. Bar: 5µm. The histogram indicates the distribution of the Aurora B signal in relation to the centromere or the chromosome arms (see also Fig.S1A). 5-ITu was used at a concentration of 1µM.

Figure S3. List of selected genes affected by 5-ITu treatment. The fold change in expression levels is indicated.

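Genes with a range of functions rose or fell on the arrays, many of them at both doses of 5-ITu. Cd68, a lysosomal glycoprotein gene used as a macrophage marker, rose by 0.72 at 0.1 μM and by 0.91 at 1.0 μM (standard error 0.080 for both, adjusted p = 0.0022 and adjusted p = 0.00013 from limma). Glp1r, the gene of the receptor for glucagon-like peptide, rose by 0.68 and 0.79 (standard error 0.066 for both, adjusted p = 0.0012 and adjusted p = 0.00012 from limma). Ttll6, which encodes an enzyme that modifies tubulin, rose by 0.73 at 0.1 μM and by 0.71 at 1.0 μM. Ccnd2, the gene of a cyclin that drives entry into S phase, rose by 0.68 at 0.1 μM and by 0.41 at 1.0 μM. The small nucleolar RNA AF357355 fell by 0.68 at 0.1 μM and by 0.79 at 1.0 μM (standard error 0.11 for both, adjusted p = 0.0091 and adjusted p = 0.00093 from limma). The serine protease gene Prss42 rose by 0.83 at 0.1 μM and by 1.23 at 1.0 μM, and the carbonyl reductase gene Cbr3 by 0.70 at each dose. At 0.1 μM, Ror1, the gene of a Wnt receptor, fell by 0.67 and Lefty1 by 0.58, and at 1.0 μM Ror1 had a change of -0.26 (adjusted p = 0.28 from limma). A few of the genes did not pass the background threshold on 3 arrays and have values from limma without the filter. Of these, the phosphatase gene Cdkn3 fell by 0.77 at 1.0 μM (standard error 0.095, adjusted p = 0.00053). Chac1, an enzyme gene of glutathione breakdown, and Cyp2b23 had means under the threshold in every group, 8.42 and 8.02 in DMSO and 7.29 and 7.10 at 1.0 μM, so no change is given. The means of Prss42, Cbr3 and Ccnd2 in DMSO, of Ror1 at both doses and of Cdkn3 at both doses also lay under it, so the sizes of their changes are uncertain. At 0.1 μM the calls of Prss42, Cbr3 and Ror1 were lost without any 1 of the 0.1 μM arrays, and that of Lefty1 without replicate 1 or 3 of that dose. They were also lost without DMSO replicate 1 (Prss42, Ror1), 2 (Prss42, Ror1, Cbr3, Lefty1) or 3 (Cbr3), and without 1.0 μM replicate 2 (Prss42, Ror1). Ror1 also lost its call in a fit of the compared groups alone and with a one-way F.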

Figure S4. (A). The gRNAs used to create the KO Haspin clone are depicted on the Haspin genome sequence. (Blue-20nt gRNAs, RED-PAM sequences). (B). The pie diagram shows the NHEJ (Non-Homologous end Joining) frequency of KO Haspin clone, as it was calculated by the CRISPResso algorithm. Sequence alignment reveals that the genomic sequence was altered in the Haspin KO clone due to a deletion of 10 nucleotides. Guide RNAs are framed. (C). Sequence alignment of the KO and the WT Haspin protein. Stop codon is highlighted in blue.

Figure S5. Effect of Haspin knockdown on Klf4 expression in Hela cells.

(A) Levels of Klf4 after 5-ITu treatment (1.0 μ M, 48h), as detected by indirect immunofluorescence. Bar: 20 μ m. Occurrence of H3T3ph in mitotic HeLa cells after treatment with the Haspin inhibitor. Bar: 5 μ m. Levels of Klf4 after treatment of HeLa cells with siRNA, as detected by indirect immunofluorescence. Bar: 20 μ m. Quantification of the results shown above. (B) Effect of 5-ITu (1 μ M) on Klf4 expression in C2C12 cells, as detected by indirect immunofluorescence. Bar: 20 μ m. Quantification of the presented results (see also Fig.S1A).

Figure S6. Teratoma formation. Anatomic sites of injection and histological analysis at 10 weeks. (a) Mice injected with untreated cells on one side and 5-ITu-treated (1 μ M) cells on the other. Arrow in the lower panel indicates scar tissue on the side injected with the latter. (b) Hematoxylin/Eosin staining of paraffin sections of the scar tissue shown in (a). Panels (c-h) Hematoxylin/Eosin staining of the teratoma. All three germ layers are present. Stratified squamous epithelium and elements of the epidermis are discernible in (c). Arrow indicates the formation of keratin pearls and squamous cells underneath (ectoderm). At the bottom of the section are glands (endoderm), while on the upper central part are masses of premature cartilage (mesoderm). Magnification: 5X. In (d), simple tubular glands and cells of neuronal origin can be distinguished, consistent with neuroectodermal differentiation. Magnification: 10X. Formation of osteoid-premature bone is shown in (e). Arrow indicates chondrocytes in an area that resembles hyaline cartilage. Magnification: 20X. Premature smooth muscle fibers and neural rosettes are detected in (f). Magnification: 20X. Functional (secretory) epithelium is identified in (g). Also visible in this section is pseudostratified columnar ciliated epithelium. Arrow indicates the

ciliae. Magnification: 20X. Cartilage (purple formation on the bottom) and smooth muscle fibers (red formation on the left) are shown in **(h)**. Arrow indicates the formation of a mixed glandular-like structure. Magnification: 20X.

Supplementary references

Maison, C., Horstmann, H. & Georgatos, S.D., 1993. Regulated docking of nuclear membrane vesicles to vimentin filaments during mitosis. *Journal of Cell Biology*, 123(6 I), 1491–1505.

Aurora B DNA

Mock

5-ITu Treated

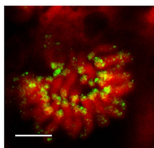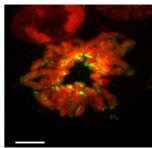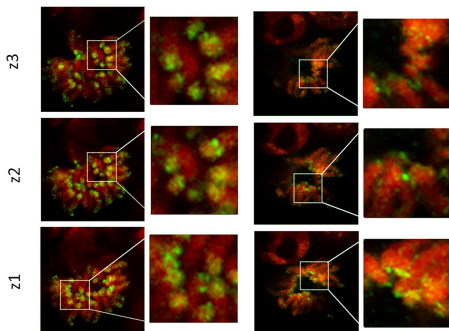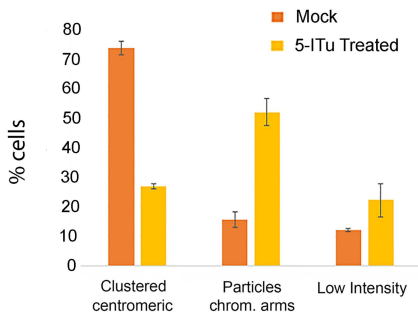

0.1 μ M Vs Control		
Known genes	FC (abs)	Regulation
AU015836	2.05	up
Hck	1.82	up
Prss42	1.78	up
Pdgfc	1.76	up
Hist2h3c2	1.72	up
Ttll6	1.65	up
Cd68	1.65	up
Cbr3	1.62	up
Glp1r	1.60	up
Ccnd2	1.59	up
Cyp2b23	2.04	down
AF357355	1.60	down
Ror1	1.58	down

1 μ M Vs Control		
Known genes	FC (abs)	Regulation
Tdpoz3	3.97	up
Hist4h4	3.45	up
Hist2h3b	3.33	up
Hist1h1e	2.99	up
Tdpoz2	2.69	up
Prss42	2.34	up
Hist2h3b	1.92	up
Hist1h4h	1.91	up
Cd68	1.88	up
Tppp3	1.8	up
Hist1h12ao	1.74	up
**Klf4**	**1.7**	**up**
Ammerc1	3.24	down
Lefty1	2.34	down
Chac1	2.18	down
Cdkn3	1.7	down

A.

Wildtype Allele
(WT)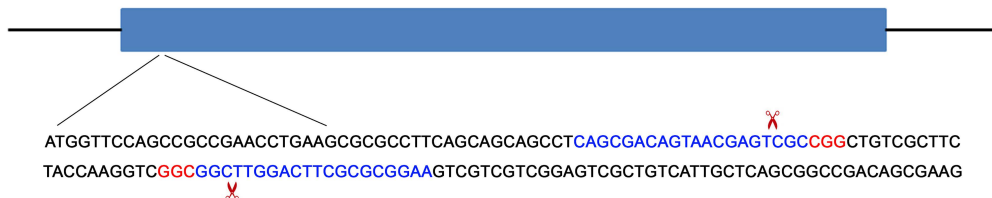

B.

KO clone

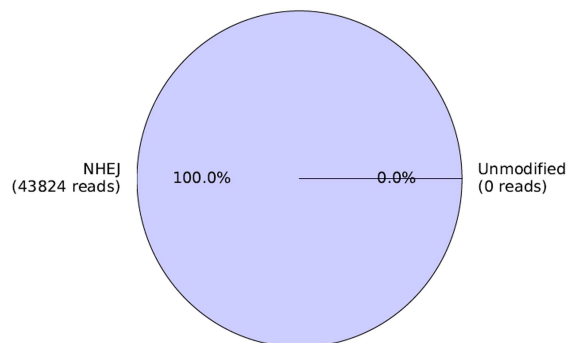

mHaspin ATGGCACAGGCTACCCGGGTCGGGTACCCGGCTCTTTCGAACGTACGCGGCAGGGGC
KO clone -----TTCGAACGTACGCGGCAGGGGC
*****

mHaspin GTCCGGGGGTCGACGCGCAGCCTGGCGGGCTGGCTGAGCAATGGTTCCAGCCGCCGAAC
KO clone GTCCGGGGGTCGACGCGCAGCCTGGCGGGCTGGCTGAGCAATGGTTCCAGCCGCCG---
*****

mHaspin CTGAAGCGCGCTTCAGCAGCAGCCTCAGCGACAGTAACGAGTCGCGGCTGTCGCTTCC
KO clone -----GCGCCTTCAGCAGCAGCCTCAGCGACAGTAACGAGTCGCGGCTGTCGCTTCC
*****

mHaspin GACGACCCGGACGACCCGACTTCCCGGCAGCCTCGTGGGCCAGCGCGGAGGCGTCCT
KO clone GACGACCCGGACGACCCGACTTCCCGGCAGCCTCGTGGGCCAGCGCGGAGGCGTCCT
*****

mHaspin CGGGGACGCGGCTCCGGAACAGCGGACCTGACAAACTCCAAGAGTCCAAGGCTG
KO clone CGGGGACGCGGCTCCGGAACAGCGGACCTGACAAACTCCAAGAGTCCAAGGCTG
*****

mHaspin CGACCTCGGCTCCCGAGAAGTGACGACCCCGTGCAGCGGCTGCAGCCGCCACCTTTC
KO clone CGACCTCGGCTCCCGAGAAG-----
*****

C.

mHaspin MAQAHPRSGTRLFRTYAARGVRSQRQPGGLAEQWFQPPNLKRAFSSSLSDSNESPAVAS
KO clone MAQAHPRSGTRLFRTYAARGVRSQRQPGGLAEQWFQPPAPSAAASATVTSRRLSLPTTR
***** . * * : : : . * : :

mHaspin DDPDDPDF----PGSLVGQRRR-----
KO clone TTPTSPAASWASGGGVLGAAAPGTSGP-
* * * : : *

A.

Hela cells

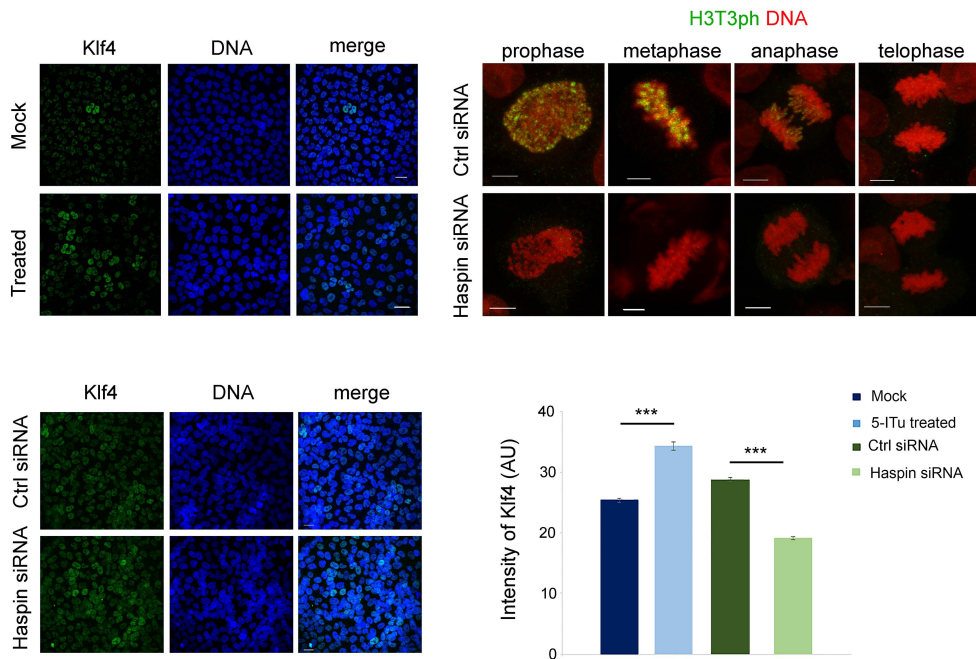

B.

C2C12 cells

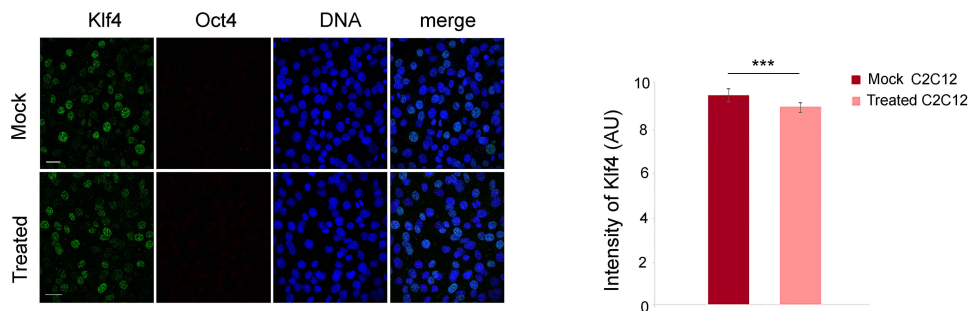

Supp. fig 6

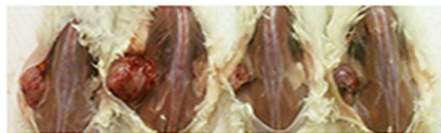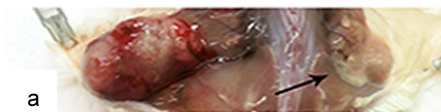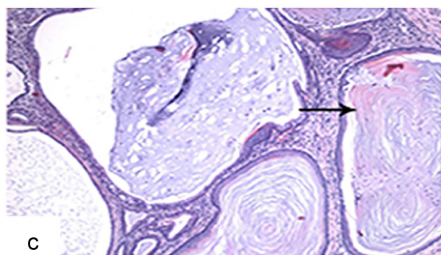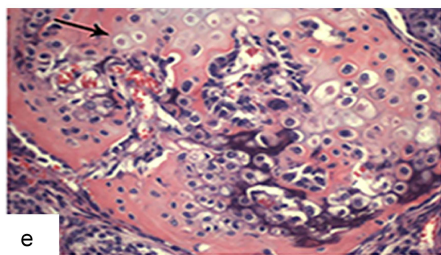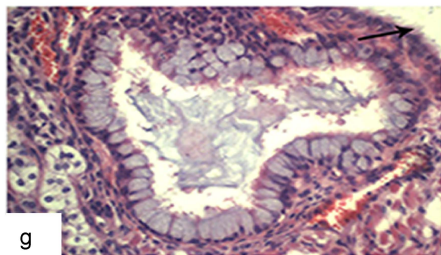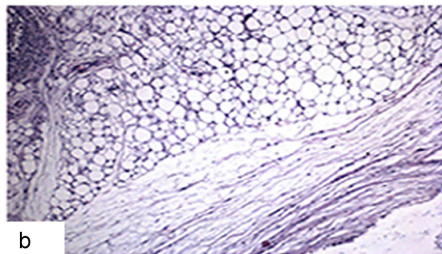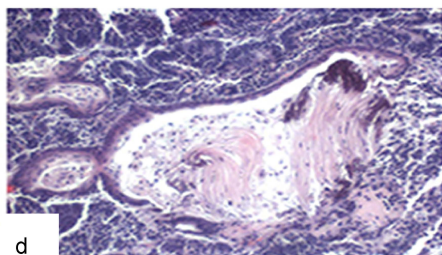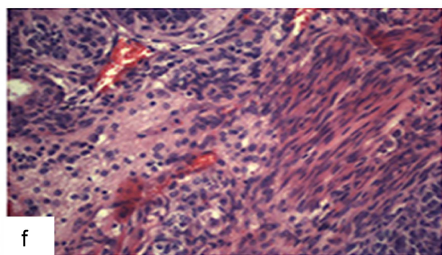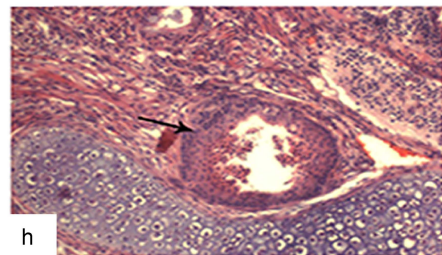

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

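Gene expression was measured in E14 mouse embryonic stem cells after 26 h with DMSO, 0.1 μM 5-ITu or 1.0 μM 5-ITu, with 3 biological replicates per condition and 1 Affymetrix Mouse Gene 2.0 ST array per replicate. The authors background-corrected, normalized and summarised the probe signals with RMA in Affymetrix software, and the deposited values are log2 signals for 10476 probe sets on 9 arrays. The labels name no version of these tools. The methods state that probes above a background threshold of 353 were considered, and each deposited probe set lies above log2 of 353 (8.46) on at least 1 array. The values were used as the authors normalized them, and no array was left out.

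Probe sets above the threshold on at least 3 of the 9 arrays (9911) were tested, a rule that does not look at the groups. Gene symbols came from the platform annotation: 8854 deposited probe sets have 1 symbol, 662 several and 960 none. Of the probe sets with 1 symbol, 8822 were found in the RefSeq gene table of GRCm38.p6 and no symbol differed from it. No coordinates are given, since the annotation names no genome build.

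All 9 arrays were fitted together with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with contrasts of each dose against DMSO and of 1.0 μM against 0.1 μM and with the moderated F over the groups. Adjusted p values are Benjamini-Hochberg values over the tested probe sets, and the threshold was 0.05. To follow the methods, probe sets were also counted at an unadjusted limma p under 0.05 with a fold change over 1.5. The methods' own test, a one-way comparison of the 3 groups, was run as an alternative. The text writes rose or fell for probe sets at an adjusted p under 0.05 or, for counts past 1.5-fold, at those 2 thresholds. Klf4 was also compared with a two-sided exact permutation test, whose p cannot go below 0.10 with 3 arrays against 3. Depth on an array is its signal over background, and each array had 9469 to 9780 probe sets over the threshold.

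Gene lists were fixed before the data were examined, with the tests, the alternatives and the rule for the genes named. The 22 lists are replication-dependent and replication-independent histones, p53 targets, pluripotency factors, markers of ectoderm and epiblast, of mesoderm, of endoderm and of trophectoderm, the Nodal pathway, the integrated stress response, 2-cell-like genes, germline genes, mitosis and the chromosomal passenger complex, DNA replication, adenosine and purine metabolism, ribosome biogenesis, small nucleolar RNAs, cholesterol synthesis, hypoxia and glycolysis, the interferon response, and markers of fibroblasts and of macrophages. A gene entered a list with its brightest probe set over all arrays that passed the filter and names that gene alone. Lists with at least 2 members were tested with limma's camera at a preset correlation of 0.01, adjusted over the 42 tests against DMSO, and separately for the comparison of the doses. Members were counted at the adjusted p over all tested probe sets and at a p adjusted over the list alone. The lists of replication-dependent histones (H4f16), 2-cell-like genes (Tdpoz2 and Tdpoz3), macrophage markers (Cd68), the Nodal pathway (Lefty1), small nucleolar RNAs (AF357355) and pluripotency factors (Klf4, Nanog, Pou5f1 and Sox2) hold genes that the paper names from these arrays or follows up, so they are not independent of it.

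The named genes are, for each dose, the 10 with the largest rise and the 10 with the largest fall among those called, with every treated array beyond every DMSO array and 1 symbol that is not a numbered locus or a small RNA; every gene that the paper names for the arrays or discusses by its protein; and up to 4 members of each list with the smallest limma p. The paper's values for its own genes had been seen when the rule was written. Any other gene is said to have been chosen after its values were seen.

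The alternatives were no filter, a filter over all 9 arrays, a fit of the 2 compared groups alone, the replicate number as a block, quantile normalization, eBayes with trend and robust settings, array weights, 1 probe set per gene, the one-way F, fold changes over 2 and log2 fold changes over 1.5, an adjusted p under 0.1, camera with an estimated correlation, limma's fry, all probe sets of a list's members, and leaving out each array in turn. Other splits of the arrays into groups of the same sizes were fitted in the same way, with at most 100 drawn. In 100 simulations of unchanged groups, the overlap that shared controls produce without any change at either dose was counted. Each probe set was simulated independently of the others. Random lists matched on signal in 20 bins were drawn 10000 times. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

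The scripts were tested on simulated data. In a simulated comparison of 1.0 μM against DMSO over 9911 probe sets with 200 of them changed, 62.7% of 67 probe sets changed 1.25-fold, 98.5% of 67 changed 1.5-fold and 100% of 66 changed 2-fold were called, and 14 unchanged ones. In a simulated comparison of 0.1 μM against DMSO with no change, limma called 0 of 9911 at the adjusted threshold, and 5.12% had a one-way p under 0.05.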

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

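The tests of other splits of the arrays and of random lists matched on signal were set before their results were seen, and the tests of gene families and of the Zscan4 probe sets were chosen after.

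Several gene lists of which the paper names no tested member from the arrays passed camera's test against DMSO. The paper discusses p53, the chromosomal passenger complex and entry into S phase from other experiments. The lists are given with their median log2 fold change. At 0.1 μM 5-ITu these were germline genes (0.34), fibroblast markers (0.34), genes of hypoxia and glycolysis (0.20), cholesterol synthesis (0.18), p53 targets (0.12), genes of mitosis and the chromosomal passenger complex (-0.092) and ribosome biogenesis (-0.079). At 1.0 μM they were DNA replication (0.15), p53 targets (0.12) and markers of ectoderm and epiblast (-0.29). Further, 3 lists differed between the doses, by a median at 1.0 μM against 0.1 μM of 0.37 for 2-cell-like genes, 0.12 for ribosome biogenesis and 0.11 for DNA replication. With an estimated correlation none of these results passed, and the smallest adjusted p was 0.28 against DMSO and 0.49 between the doses. The real groups gave 8 lists at 0.1 μM and the highest of the other splits 5 (1 of 10 splits as large); at 1.0 μM they gave 5 and the highest of the others 7 (4 of 10 as large), and 10 splits are too few for a share under 0.05.

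Of 11 2-cell-like genes, 6 rose at 1.0 μM, with a median of 0.43. Of 10000 random lists matched on signal, 0.01% had a median as high, the smallest share they can give, which argues against a shift of all probe sets of like signal. That list holds Tdpoz2 and Tdpoz3, which the paper names from these arrays and which passed the filter only on the arrays at 1.0 μM. Without the pair, a test added after the values were seen, the median was 0.22 and 0.14% of the random lists had one as high. Called rises in 4 gene families (Gm4340, Sp110, Tdpoz and Usp17l) argue against the signal of 1 family read by its near-identical copies. A larger share of 2-cell-like cells stays open. The 4 Zscan4 probe sets, markers of such cells, had a mean change of 0.088 (95% interval 0.022 to 0.153), under the median of 0.56 of the other members. That interval is across probe sets on the same arrays, so it does not measure the spread between cultures. The log2 signal of the Zscan4 probe sets in DMSO of 9.16 to 11.63, against 7.18 to 11.07 for the members that rose, could hide a small share. A response of these genes to the dose in all cells, which the design allows, was not tested apart from such a share.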

How the results depend on the processing

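The one-way F with no filter, each gene's probe set with the largest change, and the lists without H1f10 or without Tdpoz2 and Tdpoz3 were added after the data were seen; the others were planned. Over probe sets above background on all 9 arrays, where fewer are tested, 28 rose and 6 fell past 1.5-fold at 0.1 μM, 54 and 123 at 1.0 μM, and 5 and 2 at both doses. With no filter 9 were lower at both, and 10 with the one-way F. With array weights, changed probe sets were 847 and 552 (higher and lower) at 0.1 μM, 2358 and 2690 at 1.0 against 0.1 μM and 5500 over the 3 groups, and 36 rose past 1.5-fold at 0.1 μM and 11 were lower at both. Only the 2 groups compared gave 816 and 893 at 1.0 μM. That fit holds fewer arrays and also leaves out those of 0.1 μM, whose median SD was lower (0.042 against 0.086 in DMSO and 0.075 at 1.0 μM). With 1 probe set per gene, 5 fell past 1.5-fold at 0.1 μM, and 65 rose and 117 fell at 1.0 μM; with the one-way F adjusted, 6 fell at 0.1 μM. A fold change over 2 left 1 and 0 at 0.1 μM, 13 and 15 at 1.0 μM and 0 and 0 at both; a log2 fold change over 1.5 left 0 and 0, 6 and 5, and 0 and 0. Without H1f10 the replication-dependent histones had medians of -0.040 and -0.12 and kept their side of the threshold. Of 242 values of named genes, 237 kept direction and side of the threshold after quantile normalization, 224 in the fit of the compared groups and 166 with the one-way F. An adjusted p under 0.1 gave 861 and 465 at 0.1 μM. The pluripotency list at 0.1 μM passed after quantile normalization (0.049) and with the filter on all 9 arrays (0.061). With an estimated correlation no list passed at 0.1 μM (0) or 1.0 μM (0), p53 targets (medians 0.12 and 0.12) and 2-cell-like genes at 1.0 μM (0.43) included; fry, which does not compare a list with other genes, called 10 lists at 1.0 μM. Klf4 at 0.1 μM (0.15) passed the one-way F, which tests the 3 groups together. H4f16 at 1.0 μM had 1.79 at its other probe set, the reverse of -0.55, from a signal under the background threshold in every group mean, so its size is uncertain. Except where a smaller set is named, the cause was not tested.

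Leaving out each array in turn, changed probe sets at 0.1 μM numbered 130 to 539 higher and 13 to 239 lower (130, 136 and 161 higher and 13, 22 and 15 lower without 0.1 μM replicate 1, 2 and 3; 82 and 239 lower without 1.0 μM replicate 2 and 3), those at 1.0 against 0.1 μM 633 to 1363 and 1134 to 1886, those over the 3 groups 2333 to 3620, those that fell past 1.5-fold at 0.1 μM 8 to 16, and those lower at both doses 4 to 10. Fewer arrays were fitted in each. The medians at 0.1 μM ranged from -0.13 to 0.0081 for replication-dependent histones, 0.081 to 0.15 for p53 targets and 0.047 to 0.087 for pluripotency factors, and 5 to 8 lists passed at 1.0 μM (8 without 1.0 μM replicate 1). Of 2250 values of named genes without 1 array, 2052 kept direction and side of the threshold, 176 no longer passed and 22 newly passed. Of 9 pairs of arrays with the same number, 4 deviated together (r over 0.1, up to 0.51) and 5 did not, and 8 of 9 arrays were closest to one of their own number. The rule asked for all 9, so the arrays were not paired, and whether the numbers pair them is unsettled; with the replicate block, 585 were higher and 225 lower at 0.1 μM and no list changed its call. Signal over background limits what is measured for dim genes.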

Differences from the paper's values

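The alternatives named as added were chosen after the values were seen. Of 22 fold changes that the paper gives for single genes, 21 lie within 0.01 of the values here. The paper's fold change of H4f16 (Hist4h4) at 1.0 μM is 3.45, and the value here is 0.685. None of the alternatives set before the data were examined brings it closer than the threshold for a difference, their values running from 0.572 to 0.762; with an added setting chosen after seeing the values (no filter, and the probe set with the largest change) it is 3.45 (3.451), from a signal under the background threshold in every group mean, and that setting drops 0 of the paper's 22 fold changes, all of them past 1.5-fold at an unadjusted p under 0.05. The probe sets past 1.5-fold and lower at both doses number 4 here and about 10 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, no filter (9), array weights (11), leaving out DMSO replicate 1 (10) and leaving out DMSO replicate 2 (8) come within 1.5 times of it, and the others, from 0 to 6, do not; an added setting, the one-way F with no filter (10), was chosen after seeing the values and reaches it, and it drops 1 of the paper's 22 fold changes (that of H4f16). The same added setting, chosen after seeing the values and dropping 1 of the 22, also gives 63 higher and 15 lower probe sets past 1.5-fold at 0.1 μM and 130 and 206 at 1.0 μM, which match the paper's counts, while those here, 57, 13, 104 and 190, lie within 1.5 times of them. The 11 probe sets higher at both doses match the number printed in Fig. 3B.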

Other observations

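The tests of the region between Dlk1 and Dio3 and of the ceiling of the signal were chosen after the results were seen, and those of other splits and of random lists matched on signal before.

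Some genes of the Nodal pathway and of the integrated stress response fell at 1.0 μM 5-ITu, and neither list passed. Of 9 genes of the Nodal pathway, 4 fell (4 fell and 1 rose when adjusted over the list alone), among them Lefty1 (-1.23), Foxh1, the gene of the transcription factor of the pathway (-0.71), and Skil (-0.38) (median of the list -0.052, adjusted p = 0.15 from camera). At 0.1 μM its median was 0.0067 and its mean -0.058, with the test direction down (adjusted p = 0.61 from camera), and Lefty1 alone fell (1 when adjusted over the list alone), a call lost without DMSO replicate 2 or 0.1 μM replicate 1 or 3. Of 16 genes of the integrated stress response, 6 fell and 1 rose at 1.0 μM (7 and 1 when adjusted over the list alone; median -0.11, adjusted p = 0.076 from camera): the arginine and lysine transporter gene Slc7a3 fell by 0.83 and the serine synthesis gene Psat1 by 0.40, while the transcription factor gene Atf3, with a DMSO mean under the background threshold, rose by 0.55. At 0.1 μM 2 rose and 1 fell (3 and 1 when adjusted over the list alone), with a median of -0.038, a mean of 0.035 and the test direction down (adjusted p = 0.87 from camera). At 1.0 μM that list passed without the filter (-0.17), with the filter on all 9 arrays (-0.075), without DMSO replicate 1 (-0.18) and without 1.0 μM replicate 1 (-0.13). Both interferon genes measured, Ddx58 (-0.45) and Ifitm3 (-0.47), fell at 1.0 μM (2 when adjusted over the list alone; median -0.46, adjusted p = 0.072 from camera), Ifitm3 not without DMSO replicate 3, and at 0.1 μM neither passed limma's adjusted threshold (1 lower when adjusted over the list alone and 1 at an unadjusted p under 0.05; median -0.0047, adjusted p = 0.64 from camera). The interferon list passed at 1.0 μM without DMSO replicate 2 (-0.55) and without 1.0 μM replicate 1 (-0.50).

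Of 4 trophectoderm markers, Tfap2c (0.32) and the keratin gene Krt8 (0.33) rose at 1.0 μM (2 when adjusted over the list alone; median 0.26, adjusted p = 0.15 from camera), and at 0.1 μM Tfap2c fell (1 rose and 1 fell when adjusted over the list alone; median 0.15, adjusted p = 0.63 from camera), a call lost without any 1 of the 0.1 μM arrays. The call of Krt8 was lost with a one-way F. Of 3 endoderm markers, the laminin gene Lama1 rose by 0.39 at 0.1 μM (2 when adjusted over the list alone; median 0.12, adjusted p = 0.11 from camera), a call lost without 0.1 μM replicate 1, 2 or 3, and Lamb1 fell by 0.18 at 1.0 μM (1 when adjusted over the list alone; median -0.082, adjusted p = 0.40 from camera), a call lost without any array but DMSO replicate 1, without the filter, in a fit of the compared groups alone, after quantile normalization and with a one-way F. No mesoderm marker passed the filter, and Gata4 and T have no probe set of their own. Markers of ectoderm and epiblast had a median of -0.075 at 0.1 μM, where Dnmt3b fell (2 when adjusted over the list alone; adjusted p = 0.086 from camera), a call lost without DMSO replicate 1 or 2 or any 1 of the 0.1 μM arrays, and the list passed without the filter (-0.15) and without 1.0 μM replicate 1 (-0.075). Of 19 genes of adenosine and purine metabolism, 3 rose and 2 fell at 1.0 μM (3 and 2 when adjusted over the list alone; median 0.055, adjusted p = 0.27 from camera), among them adenosine deaminase, Ada (0.55, from a DMSO mean under the background threshold, and not with a one-way F), and the nucleoside transporter gene Slc29a1 (0.34), and 1 fell at 0.1 μM (none by limma over the list alone, 1 at an unadjusted p under 0.05; median 0.041, adjusted p = 0.48 from camera). Of 54 small nucleolar RNAs, 7 rose and 2 fell at 1.0 μM (6 and 2 when adjusted over the list alone; median 0.014, adjusted p = 0.48 from camera), with Snord110 at 0.89 and Snora78 at 0.68, and 1 fell at 0.1 μM (1 when adjusted over the list alone; median -0.070, adjusted p = 0.23 from camera). At 1.0 μM, cholesterol synthesis had 2 higher and 1 lower (2 and 1 when adjusted over the list alone; median 0.077, adjusted p = 0.15 from camera), hypoxia and glycolysis 1 higher (1 when adjusted over the list alone; median 0.10, adjusted p = 0.23), germline genes 2 higher (2 when adjusted over the list alone; median 0.057, adjusted p = 0.36), mitosis 4 lower (2 when adjusted over the list alone; median -0.039, adjusted p = 0.27) and ribosome biogenesis 1 higher and 1 lower (1 higher when adjusted over the list alone; median 0.025, adjusted p = 0.37). Cholesterol synthesis passed at 1.0 μM without 1.0 μM replicate 1 (0.14). Over all 9911 tested probe sets, 1326 rose and 1418 fell at 1.0 μM, so a few called members alone do not set a list apart. At 0.1 μM, 2-cell-like genes had 1 higher, Tdpoz3, under background in both groups (1 higher and 1 lower when adjusted over the list alone; median -0.038, adjusted p = 0.64 from camera).

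Some genes that the paper discusses by protein or in other experiments were also on the arrays. Cdkn1a, the gene of p21, had a log2 fold change of 0.23 at 0.1 μM (adjusted p = 0.10 from limma) and rose by 0.24 at 1.0 μM (adjusted p = 0.046 from limma), a call lost without any array but DMSO replicate 1, in a fit of the compared groups alone and with a one-way F. Haspin was under the background threshold on most arrays and fell by 0.54 at 1.0 μM (adjusted p = 0.0011 from limma without the filter), to a mean under that threshold, so the size of the fall is uncertain. Pcna rose by 0.14 at 1.0 μM (adjusted p = 0.023 from limma), a call lost without DMSO replicate 3 or 1.0 μM replicate 2 and in a fit of the compared groups alone. Hdac1 (-0.028) and the adenosine kinase gene Adk (-0.056) did not pass at 1.0 μM (adjusted p = 0.69 and adjusted p = 0.52 from limma).

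Transcripts of the imprinted region between Dlk1 and Dio3 were lower than in DMSO, noticed in the data: of 9 probe sets, 3 fell at 0.1 μM (AF357355, Mir329 and Mir377) and 7 at 1.0 μM, with medians of -0.46 and -0.71, and leaving out any 1 array left 2 to 5 and 6 to 8. A lower yield of small RNAs is argued against by 109 other microRNA and small nucleolar RNA probe sets, whose median was -0.0345 at 0.1 μM (-0.076 to 0.013) and 0.0784 at 1.0 μM (0.034 to 0.16). Those ranges are across probe sets and not across cultures. A high level in the DMSO arrays that both comparisons share stays open, since 1 probe set of the region (DQ267102) was lower at 1.0 μM than at 0.1 μM. An effect of 5-ITu on the region may also account for the pattern and was not tested.

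Among tested histone probe sets at 1.0 μM, 7 rose and 2 fell of the 16 with lower signal and 2 rose and 2 fell of the 15 with higher signal, with medians of 0.22 and -0.040. H1f10, with a log2 signal of 11.35 in DMSO and a fall of 0.43, was not among them. Of random lists matched on signal, 0.02% had a median as high. This share does not settle whether a shift of all probe sets of like signal accounts for the pattern. The random lists were matched on signal alone. The group with lower signal counts related probe sets as separate members, such as a pair with near-equal changes of 0.216 and 0.217. Its largest rises (1.54, 1.58 and 1.74) started from DMSO means under the background threshold. Such probe sets may have passed the filter only through the arrays at 1.0 μM. Compression of the signal near its ceiling could hold back the brighter group and stays open. The mean change of that group was 0.0021 with an upper 95% bound of 0.147, against 0.39 (-0.013 to 0.79) in the dimmer group. These bounds are across probe sets on the same arrays, so they do not measure the spread between cultures. A rise of low-abundance histone transcripts at this dose is the biological explanation the design allows. It was not tested apart from such compression or such a shift.

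Other splits of the arrays tell how often chance gives as many calls. Of 100 splits of the 9 arrays into 3 groups (of 280), only the real one (1) reached 3500 probe sets that differ, the highest of the others giving 1530. That argues against chance for that count only if the arrays of a group are separate cultures, which is not settled at 0.1 μM. For probe sets past 1.5-fold at both doses the real groups gave 15 and the highest of the others 195, and 8 of 100 splits (of 840) gave as many, so by this count chance cannot be excluded. A split with several times the real count points to a structure of the samples: 4 of the 7 others as large had 2 or 3 arrays of 1.0 μM as control and carry the difference of that dose into both comparisons. The simulations of unchanged groups with shared controls gave at most 2 in each direction, against 11 and 4. They hold no effect at either dose, so they do not show how far shared controls raise the overlap of real changes. The splits of 3 arrays against 3 are 10, too few for a share under 0.05. The real value and the highest of the others were 617 and 0 for changed probe sets at 0.1 μM, 2744 and 1 at 1.0 μM, 2947 and 0 for 1.0 against 0.1 μM, and 70 and 8 past 1.5-fold at 0.1 μM and 294 and 38 at 1.0 μM, with 1 split as large in each.

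The arrays of 0.1 μM lay closer together than the others, with r of 0.996 to 0.998 across probe sets against 0.982 to 0.990 in DMSO and 0.987 to 0.994 at 1.0 μM. At 0.1 μM, 65 of 10476 probe sets had an identical value on all 3 arrays, against 25 in DMSO and 14 at 1.0 μM. Why was not tested, and whether these arrays come from separate cultures is not given in the sources used here beyond their name as biological replicates. If they do not, the SD, n and adjusted p of each result at 0.1 μM overstate its precision.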
